# LncRNA GLCC1 promotes colorectal carcinogenesis and glucose metabolism by stabilizing c-Myc

**DOI:** 10.1038/s41467-019-11447-8

**Published:** 2019-08-02

**Authors:** Jiayin Tang, Tingting Yan, Yujie Bao, Chaoqin Shen, Chenyang Yu, Xiaoqiang Zhu, Xianglong Tian, Fangfang Guo, Qian Liang, Qiang Liu, Ming Zhong, Jinxian Chen, Zhizheng Ge, Xiaobo Li, Xiaoyu Chen, Yun Cui, Yingxuan Chen, Weiping Zou, Haoyan Chen, Jie Hong, Jing-Yuan Fang

**Keywords:** Cancer metabolism, Gastrointestinal cancer

## Abstract

Long non-coding RNAs (lncRNAs) contribute to colorectal cancer (CRC). However, the role of lncRNAs in CRC metabolism, especially glucose metabolism remains largely unknown. In this study, we identify a lncRNA, GLCC1, which is significantly upregulated under glucose starvation in CRC cells, supporting cell survival and proliferation by enhancing glycolysis. Mechanistically, GLCC1 stabilizes c-Myc transcriptional factor from ubiquitination by direct interaction with HSP90 chaperon and further specifies the transcriptional modification pattern on c-Myc target genes, such as *LDHA*, consequently reprogram glycolytic metabolism for CRC proliferation. Clinically, GLCC1 is associated with tumorigenesis, tumor size and predicts poor prognosis. Thus, GLCC1 is mechanistically, functionally, and clinically oncogenic in colorectal cancer. Targeting GLCC1 and its pathway may be meaningful for treating patients with colorectal cancer.

## Abstract (web summary)

lncRNA and cellular metabolism are frequently dysregulated in cancer. In this study, the authors discover the lncGLCC1 is increased in colorectal cancer cells under glucose starvation conditions and correlates with poor prognosis in this cancer.

## Introduction

The incidence and mortality of colorectal cancer (CRC) in adults over the age of 50 have been declining over the past 30 years^1^. However, the incidence and mortality of CRC are rising among young adults^2^. Patients with advanced colorectal cancer have a poor prognosis^3^. Pathological classification is used to assess prognosis and inform the treatment of colorectal cancer. Massive efforts have been made to develop the noninvasive biomarkers to detect early cancer and/or reflect an individual’s cancer risk, which is essential to reduce CRC mortality^4–6^. However, there has been achieved little progress in improving the disease-free survival rate of CRC patients. Since the pathological mechanisms of colorectal cancer progression are not fully understood, more research is needed to discover and develop effective biomarkers and targets for colorectal cancer diagnosis and treatment.

Alteration of energy metabolism, especially abnormal activation of glycolysis pathway in cancer cells is recently recognized as a hallmark of cancer^7^. Lots of cancer cells display activation of glycolysis with more production of lactic acid, which is exported to the microenvironment, leading to a decrease in extracellular pH during glycolytic metabolism^8^. High rate of glycolysis and low pH value in the microenvironment has been associated with poor prognosis in CRC patients^9,10^, and with increased malignant features, including cancer proliferation and metastasis^11,12^.

Long non-coding RNAs (lncRNAs) are a class of non-coding transcripts >200 nucleotides in length. Recent studies have revealed that lncRNAs may affect cancer progression^13,14^. For example, lncRNAs, HOTAIR, MEG3, MALAT-1, H19, and GClnc1 may play a role in carcinogenesis^15–19^. In addition, lincRNA-p21 has been identified as an important player in the regulation of the Warburg effect in carcinogenesis^20^. LncRNA BCAR4 was uncovered as a downstream target of YAP in breast cancer glycolysis progression^21^. The role of lncRNAs and the underlying mechanisms in colorectal cancer has been reported before^15,22,23^. However, more specific mechanisms of lncRNAs in the initiation and glucose metabolism of colorectal cancer need to be further teased out.

Since the fact that glucose supplement and extracellular glucose concentration in tumor tissues are much lower than surrounding normal tissues^24^ has been uncovered, it is critical for cancer cells to survive and proliferate by reprogramming glucose metabolism^25^. In order to find out underlying oncogenic lncRNAs in CRC, we examined genome-wide lncRNA expression profiles in colorectal cancer and paired-noncancerous tissues. Meanwhile, we simulated glucose-limited conditions in vitro for seeking glycolysis-associated lncRNAs. From all the candidate lncRNAs, the lncRNA (AF339830) has been identified and characterized, which is associated with the poor prognosis in colorectal cancer patients, and therefore designated as glycolysis-associated lncRNA of colorectal cancer (GLCC1).

Mechanistically, we find GLCC1 exerts its effect on glycolysis and proliferation indispensable of c-Myc. c-Myc has been extensively documented to regulate glucose metabolism as a critical oncogene in metabolism reprogramming, which makes it to be a key switch in on/off metabolic activity in cancer cells. Besides, many of c-Myc target genes are revealed to be essential for cell growth and cancer progression. Here, we report that GLCC1 stabilizes c-Myc from ubiquitination degradation in cytoplasm by combining with HSP90 (HSP90AA1) chaperon and consequently specifies the pattern of transcription on its target genes, especially lactate dehydrogenase (LDHA), which is a crucial limiting enzyme for catalysis of glycolysis. GLCC1-c-Myc-LDHA, as a cascade reaction orchestrated by GLCC1 under glucose starvation, may be a promising metabolism blocker target for antitumor therapy.

## Results

### GLCC1 is clinically relevant in response to energy stress

Two high-through microarrays were designed to probe the specific mechanisms of lncRNAs in colorectal cancer initiation and glucose metabolism. Briefly, The Agilent human lncRNA+mRNA Array V4.0 (4 × 180K format) was used to profile the lncRNA expression in five paired colorectal cancer tissues and adjacent tissues. In total, 175 lncRNA were selected with more stringent filtering criteria (FDR < 0.005, Fold change > 3, Average expression > 5, Fig. 1a). To elucidate glycolysis-related lncRNA in colorectal cancer tumorigenesis, a microarray analysis was performed to compare the gene expression profiles of glucose-free cells and control. A total of 16,768 downregulated genes and 41,234 upregulated genes (FDR < 0.005, Fold change > 1.5, Average expression > 5, Fig. 1a) were detected after glucose starving in colorectal cancer cells. In order to study the glycolysis-related lncRNA, which is highly expressed in colorectal cancer cells, we overlapped these two high-throughput analysis data in our investigation. To screen more functional lncRNA conveniently, more stringent filtering criteria (lncRNA length >400 bp, non-totally overlapped with other coding transcripts, efficient amplification in PCR reaction assay, Fig. 1a) were used in our investigation. Five candidate lncRNAs were finally found and significantly overexpressed in colorectal cancer tissues, which may regulate glycolysis and tumorigenesis as well (Supplementary Data 1).

**Fig. 1:**
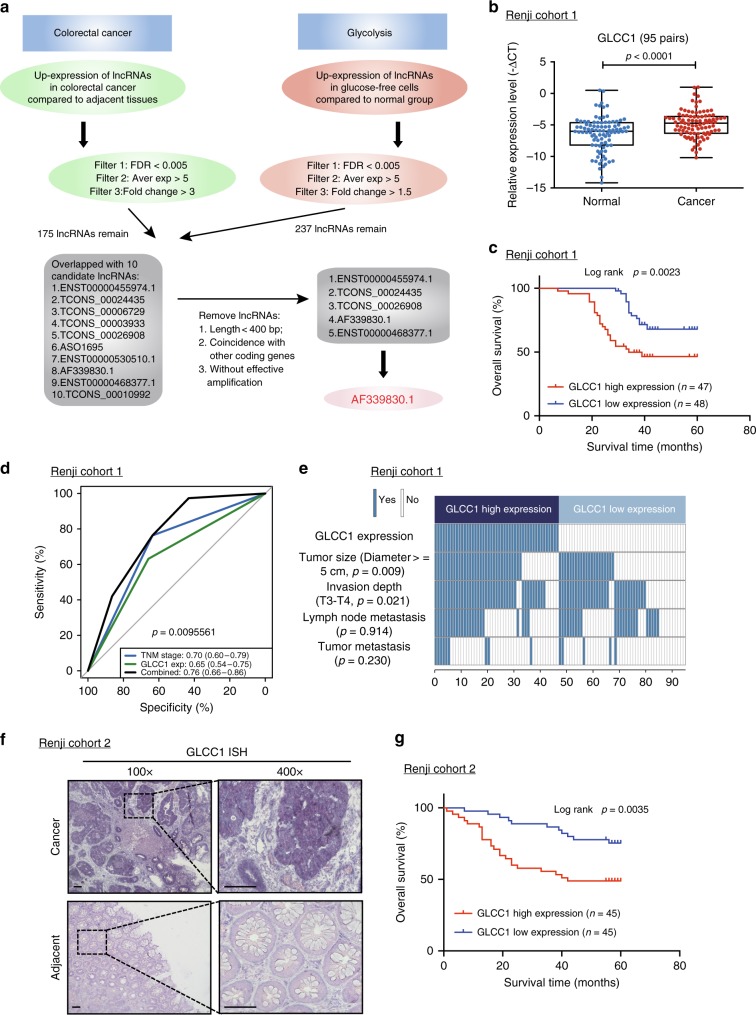
LncRNA candidate AF339830 is clinically relevant in colorectal cancer. **a** The flow chart for selected candidate lncRNAs in upregulated lncRNAs in colorectal cancer tissue and glycolysis-free cells is shown. **b** Statistical analysis of GLCC1 expression in 95 pairs of colorectal cancer and normal tissues, paired *t-*test. In boxplots (middle line depicts the median and the whiskers the min to max. range). **c** Survival was analyzed and compared between patients with low and high levels of GLCC1 in 95 patients with colorectal cancer (cohort 1), log-rank test. **d** ROC analysis of lncRNA GLCC1 in Renji cohort 1. **e** Comparing different tumor size and TNM stage between GLCC1 high-expression and GLCC1 low-expression tumors of Renji cohort 1. The heatmap illustrates the association of different clinical characters with GLCC1 high and low-expression tumors. Statistical significance was performed by the *χ*^2^ test. **f** Representative images of GLCC1 expression in colorectal cancer and adjacent colorectal tissues using ISH analysis in Renji cohort 2. The purple staining represents positive signal. Scale bar indicates 100 μm. **g** Survival was analyzed and compared between patients with high and low levels of GLCC1 expression in tumor in Renji cohort 2; *n* = 90, log-rank test

To validate microarray data, we analyzed the five candidate lncRNAs expression in 95 cases of fresh colorectal cancer and adjacent tissues (Cohort 1, Fig. 1b, Supplementary Fig. 1a–d, and Supplementary data 2). Real-time PCR revealed that two of the five lncRNAs were significantly increased in cancer versus adjacent tissues of cohort 1 (Fig. 1b and Supplementary Fig. 1b). These data indicate that a set of lncRNAs is aberrantly expressed in colorectal cancer tissues.

We next analyzed the correlation between the two lncRNA candidates with the clinical outcome in cohort 1. The Kaplan–Meier analyses showed that lncRNA candidate, lncRNA TCONS_00024435 has no predictive value for the clinical outcome of colorectal cancer patients while high-expression of lncRNA candidate, AF339830, was significantly associated with a poor prognosis in these patients (Supplementary Fig. 1e and Fig. 1c).

To evaluate the pathological and clinical value of lncRNA AF339830, receiver operating characteristic curve (ROC) analysis showed that the area under curve (AUC) of the combination of AF339830-based prediction and TNM-based model (0.76) was higher than the TNM-based model alone (0.70) (Fig. 1d). The data indicate that the combination of AF339830 and TNM stage is more precise in predicting clinical outcome than TNM stage alone. Therefore, we focused our research on AF339830, and henceforth named this lncRNA candidate as glycolysis-associated lncRNA of colorectal cancer (GLCC1).

We next evaluated and compared GLCC1 expression with different clinicopathological features in cohort 1. We found that the GLCC1 expression positively correlated with tumor size and invasion depth (Fig. 1e and Supplementary Fig. 1f). Univariate and multivariate regression analyses of cohort 1 demonstrated that GLCC1 expression was an independent predictor of colorectal cancer aggressiveness with significant hazard ratios for predicting clinical outcome. Its predictive value was comparable to that of the TNM stage (Supplementary Fig. 1g, h).

To further validate the pathological and clinical significance of GLCC1 expression in colorectal cancer, we detected and compared GLCC1 expression by in situ hybridization (ISH) in an additional 90 paraffin-embedded colorectal cancer and adjacent tissues (cohort 2) (Supplementary data 3). GLCC1 expression was higher in colorectal cancer tissues than adjacent tissues (Fig. 1f and Supplementary Fig. 1i). Consistent with the results in cohort 1, high levels of GLCC1 expression were significantly associated with shorter survival time (Fig. 1g) revealed by univariate and multivariate cox regression analyses (Supplementary Fig. 1j, k).

In order to determine whether GLCC1 is a lncRNA, we analyzed its sequence. Northern blot revealed that the size of GLCC1 was ~650 bp in length in colorectal cancer cell lines (Supplementary Fig. 1l). The 5′ and 3′ rapid amplification of complementary DNA (cDNA) ends (RACE)-PCR (Supplementary Fig. 1m) were performed to identify the 5′, 3′ ends, and the transcription start site (TSS) of GLCC1. Sequencing of PCR products revealed the boundary between the universal anchor primer and GLCC1 (Supplementary Fig. 1n). Furthermore, we confirmed that GLCC1 was unlikely to encode any protein product by in vitro translation analysis, indicating that it was a non-coding RNA (Supplementary Fig. 1o). We also have separated the nuclear and cytoplasm fractions in colorectal cancer cell DLD-1 and performed real-time PCR. We found that GLCC1 was mainly located in the cytoplasm (Supplementary Fig. 1p). Collectively, GLCC1 is a lncRNA and highly expressed in colorectal cancer tissues.

### GLCC1 is an oncogenic lncRNA in colorectal cancer

To elucidate whether GLCC1 plays a role in colorectal cancer tumorigenesis, a RNA-seq analysis was performed to compare the gene expression profiles of GLCC1 short-interfering RNA (siRNA) and control siRNA transfectants. 

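RNA of 6 cultures of a human colorectal cancer cell line was sequenced, 3 transfected with control siRNA and 3 with siRNA against GLCC1, and the authors deposited the raw counts of read pairs for each gene symbol in each library, without normalization. For this RNA sequencing, the paper's methods name DLD-1 cells, whereas the sample labels name SW480 cells. The conditions used here are those of the sample titles, source names and genotypes, whereas the library names attach each group to the other siRNA. The paper gives 50 nM as the amount of GLCC1 siRNA transfected. The authors mapped the reads to hg19 with TopHat, counted them on genes with HTSeq in union mode and used DESeq2 for the differential analysis. Between 15002165 and 19042516 read pairs were counted on genes in the libraries labelled control siRNA, with a median of 17476854. The libraries labelled GLCC1 siRNA held between 11948790 and 18390975, with a median of 17290272, and the smallest of them was replicate 2. The share of read pairs that fell on no annotated gene was between 11.2% and 11.5% in the control libraries and between 12.5% and 14.2% in the GLCC1 siRNA libraries. The 10 genes with the most counts took between 6.97% and 7.24% of the counts of a control library and between 5.80% and 6.61% of those of a GLCC1 siRNA library. Counts were normalized by the TMM method of edgeR and compared with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are GLCC1 siRNA over control siRNA. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot give a p below 0.1, and expression values are means ± SD over 3 libraries.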

A total of 7771 regulated genes (≥2-fold) were detected (raw data accessible via GSE119866) after knockdown of GLCC1 in colorectal cancer cells (Supplementary Data 4). 

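GLCC1 itself has no count of its own, because the files list no gene of that name. The annotated gene that contains the locus is FARP1, and whether its count includes reads of the locus was not tested. FARP1 had, in counts scaled to library size (CPM), 111 ± 2.13 (SD, n = 3) in the control libraries and 64.8 ± 1.32 (SD, n = 3) in the GLCC1 siRNA libraries, a log2 fold change of -0.77 (standard error 0.08, adjusted p = 9.2e-06 from edgeR). Of the 23074 genes tested, 4438 changed at least 2-fold, 2780 upwards and 1658 downwards. Only 1796 of these also had an adjusted p under 0.05, 1019 up and 777 down. Without the requirement on the fold change, 7293 genes had an adjusted p under 0.05, of which 3429 rose and 3864 fell. The alternative that moved the number of genes changed at least 2-fold by most genes was a filter of 1 count in any library, which gave 9783, while a filter of 10 counts in every library gave 1029. Libraries that share a replicate number were not more alike than others: across 14875 genes, the mean correlation of their deviations from the condition means was -0.13 for same-numbered pairs and 0.06 for other pairs, and genes are not independent replicates. With the replicate number as a block in the model, 4501 genes changed at least 2-fold and 6522 had an adjusted p under 0.05.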

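Since the gene sets of the paper's GSEA were not used here, lists of glycolysis and proliferation genes were written by hand before the data were examined, and tested with limma's camera test against all other genes. The 19 glycolysis genes tested had a median log2 fold change of -0.37, against 0.03 for all genes tested. Of these, 16 fell, 10 of them with an adjusted p under 0.05, and only ENO3 rose with an adjusted p under 0.05. With library totals as the only normalization, all of the 16 but ENO2 still fell. In that setting GPI and LDHB no longer passed (adjusted p = 0.084 and 0.080 from edgeR). PFKL and PGAM1 then rose with an adjusted p under 0.05 (0.017 and 0.041). The camera test of limma gave an adjusted p = 4.0e-04 for the set, over the 5 sets tested. With the correlation between genes estimated from the 6 libraries in place of a fixed value of 0.01, the adjusted p was 0.39. In single genes, the log2 fold change was -1.90 for ALDOC (standard error 0.11, adjusted p = 1.0e-07), -0.69 for ALDOA (standard error 0.11, adjusted p = 3.3e-04) and -0.51 for HK2 (standard error 0.09, adjusted p = 0.0010). GAPDH fell by 0.52 on the log2 scale (standard error 0.10, adjusted p = 0.0016), and its 3′ UTR carries a 7-base word that pairs with the seed of siRNA 1. ENO3 had a log2 fold change of 0.67 (standard error 0.14, adjusted p = 0.0027) at a mean of 12.2 CPM. That of ENO2 was -0.062 (standard error 0.11, adjusted p = 0.69) and became 0.059 with library totals as the only normalization.

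**Figure D1:**
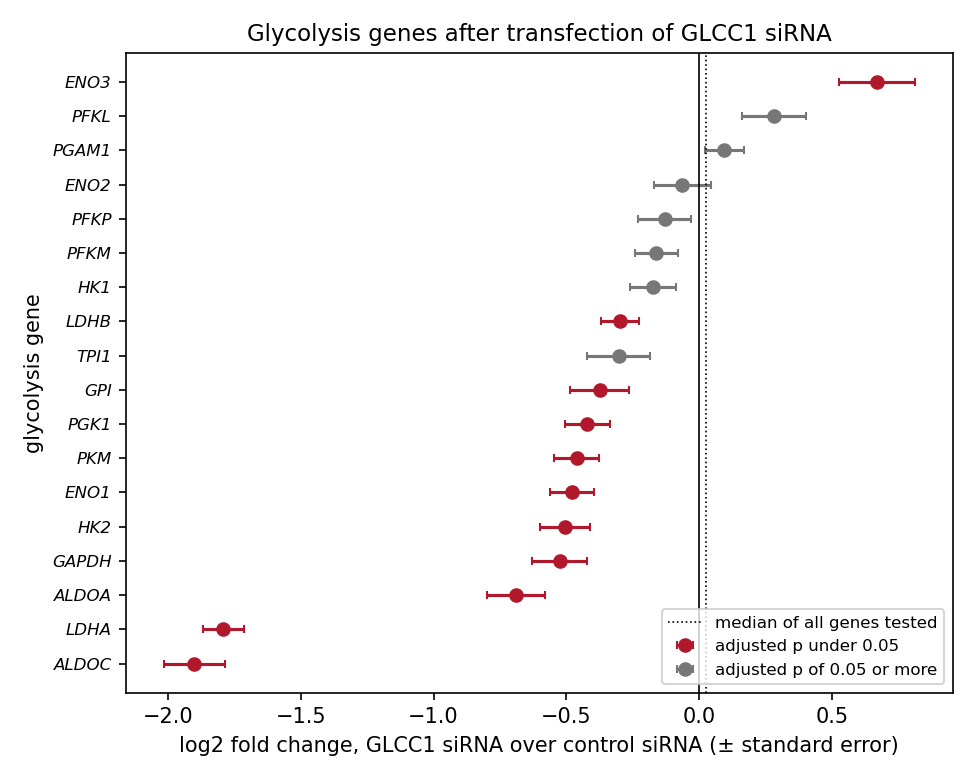
Log2 fold change of each glycolysis gene with a mean of at least 1 CPM (x axis, GLCC1 siRNA over control siRNA) with its standard error, 1 gene per line, coloured by adjusted p. LDHA and ALDOC lie at -1.79 and -1.90, ENO3 at 0.67, and the dotted line marks the median of all genes tested, 0.03.

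The 30 proliferation genes had a median log2 fold change of 0.19, with 9 genes falling, 7 of them with an adjusted p under 0.05, and 9 rising with an adjusted p under 0.05. The camera test of limma gave an adjusted p = 0.11. MKI67 rose by 0.39 on the log2 scale (standard error 0.07, adjusted p = 7.5e-04) and CCNB1 fell by 0.60 (standard error 0.08, adjusted p = 4.1e-05).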

Gene set enrichment analysis (GSEA) revealed that the gene sets related to Glycolysis_Gluconeogenesis (Glycolysis), Glycolysis, and Homeostatic_proliferation (colorectal cancer-specific signature) negatively correlated with GLCC1 downregulation in colorectal cancer cells (Fig. 2a–c). 

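LDHA, on chromosome 11 of hg19 from 18416107 to 18429972, had 2942 ± 25.6 CPM (SD, n = 3) in the control libraries and 849.7 ± 60.1 (SD, n = 3) in the GLCC1 siRNA libraries. Its log2 fold change was -1.79 (standard error 0.08, adjusted p = 1.1e-08 from edgeR), far larger than the spread between replicates. With each library left out in turn, the log2 fold change of LDHA stayed between -1.83 and -1.73. Apart from the conditions of the library names, which turn its sign, the alternative that moved it most was library totals as the only normalization, with -1.67. LDHAP4, a pseudogene of LDHA that can share its reads, had a log2 fold change of -1.90. The 3′ UTR of LDHA carries, from 18429381 to 18429388, the 8-base word ACCTTGAA, which also stands in the target of siRNA 1 and pairs with the seed of its guide strand. For LDHA, each of the 3 GLCC1 siRNA libraries was below each of the 3 control libraries, for which a two-sided exact permutation test gives p = 0.1, the smallest the design allows.

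**Figure D2:**
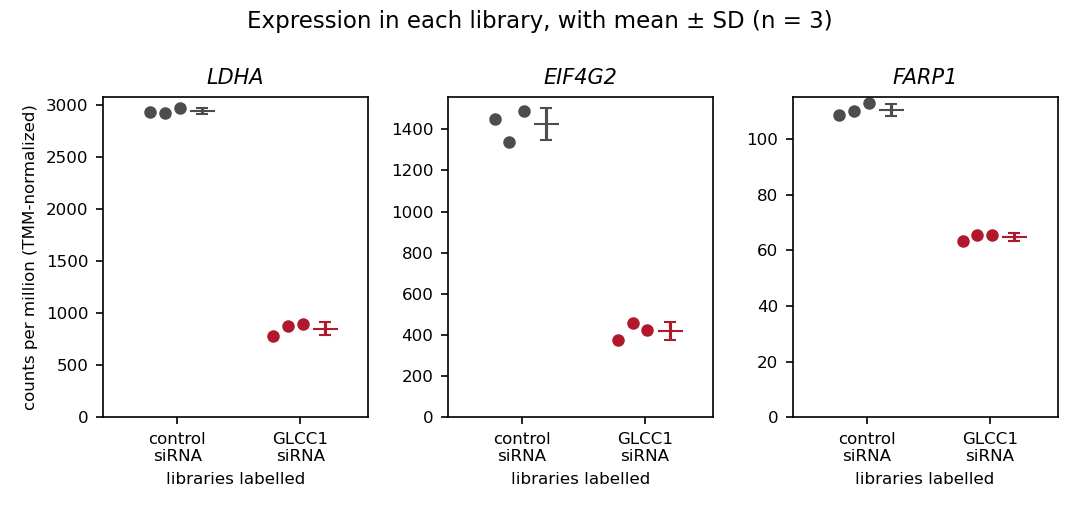
TMM-normalized counts scaled to library size (CPM, y axis, from 0) of LDHA, EIF4G2 and FARP1 in each of the 6 libraries, as points in the order of the replicates, beside the mean and SD of each condition. LDHA lies near 2942 in the control libraries and near 849.7 in the GLCC1 siRNA libraries.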

The top-scoring genes recurring in the three gene sets included key glycolysis-related genes, *LDHA* and *G6PD*. Real-time PCR confirmed that alteration of GLCC1 expression dramatically affected the key tumorigenesis and glycolysis gene signatures (Supplementary Fig. 2a). To further gain insight into the biological pathways involved in colorectal cancer pathogenesis, based on the median of GLCC1 expression levels, we performed the GSEA analysis in an independent public dataset from Gene Expression Omnibus (GSE31737) (Supplementary Fig. 2b). Enrichment plots of GSEA showed that the gene signatures of cell proliferation and glycolysis pathways were enriched in patients with high GLCC1 expression, but not in patients with low GLCC1 expression (Supplementary Fig. 2b). These data suggest that GLCC1 may be a key modulator in colorectal tumorigenesis.

**Fig. 2:**
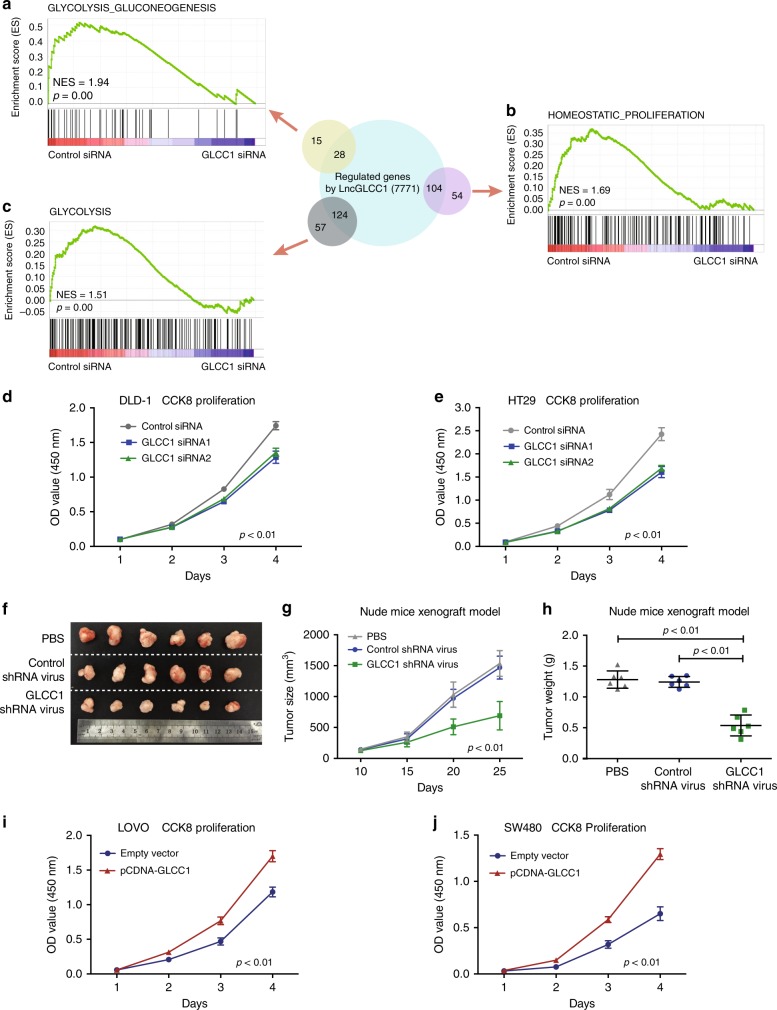
GLCC1 is an oncogenic lncRNA in colorectal cancer. **a**–**c** Overview of GSEA used to identify the differential gene profiles between GLCC1 siRNA transfection colorectal cancer cells and controls. **d**, **e** Cell proliferation assay was performed in DLD-1 and HT29 cells transfected with GLCC1 siRNA1/2; *n* = 6. **f** Representative data of tumors in nude mice-bearing colorectal cancer cells transfected with PBS, control shRNA adenovirus, and GLCC1 shRNA adenovirus; *n* = 6. **g** Tumor volume was measured after GLCC1 shRNA adenovirus treatments in the xenograft mouse model; *n* = 6; *p* < 0.01. **h** Tumor weight was measured in mice after different treatments; *n* = 6. **i**, **j** Cell proliferation assay was performed in LoVo (**i**) and SW480 (**j**) cells transfected with GLCC1 overexpression plasmid; *n* = 3. Data in **d**, **g**, **h**–**j** are presented as the mean ± SE. *p*-values were calculated by one-way ANOVA followed by SNK multiple comparison test

To functionally validate the pathway findings, we transfected GLCC1 siRNAs into the colorectal cancer cell lines, DLD-1 and HT29. The two cell lines expressed higher levels of GLCC1 (Supplementary Fig. 2c–e). The results showed that knockdown of GLCC1, significantly impaired colorectal cancer cell proliferation and in DLD-1 cells and HT29 cells (Fig. 2d, e). Knockdown of GLCC1 dramatically reduced DLD-1 tumor growth (Fig. 2f, g) and tumor weight (Fig. 2h) in xenograft mouse tumor models. In support of the pro-tumor role of GLCC1, Ki67 staining revealed that downregulation of GLCC1 decreased tumor cell proliferation in vivo (Supplementary Fig. 2f). In the gain-of-function assays, overexpression of GLCC1 increased cell proliferation of LoVo and SW480 cells in vitro (Supplementary Fig. 2g, h and Fig. 2i, j). These data strongly suggest that GLCC1 may promote colorectal cancer progression by regulating colorectal cancer cell proliferation.

### GLCC1-induced cell survival depends on glycolytic metabolism

We next tested if altered GLCC1 levels directly influence glycolytic metabolism in colorectal cancer cells by measuring extracellular acidification rate (ECAR)^26^. Indeed, knockdown of GLCC1 significantly reduced ECAR levels in DLD-1 (Fig. 3a) and HT29 cells (Fig. 3b), compared to control cells. In addition, we measured production of extracellular lactic acid, a key metabolite of glycolysis. As shown in Fig. 3c, lactic acid production was significantly decreased after GLCC1 downregulation in DLD-1 (Fig. 3c) and HT29 cells (Fig. 3d). In-gain-of function assays, overexpression of GLCC1 dramatically increased ECAR levels (Fig. 3e, f), as well as lactic acid production (Fig. 3g, h) in LoVo and SW480 cells. In addition, 2-DG (an inhibitor of glycolysis pathway) treatment significantly blocked GLCC1-induced cell proliferation and lactic acid production in LoVo (Fig. 3i and Supplementary Fig. 3a) and SW480 cells (Fig. 3j and Supplementary Fig. 3b). Furthermore, glucose starvation significantly increased GLCC1 expression in DLD-1 cells (Supplementary Fig. 3c). These data indicate that GLCC1 may be a glucose starvation-induced lncRNA and regulate glycolytic metabolism in colorectal cancer.

**Fig. 3:**
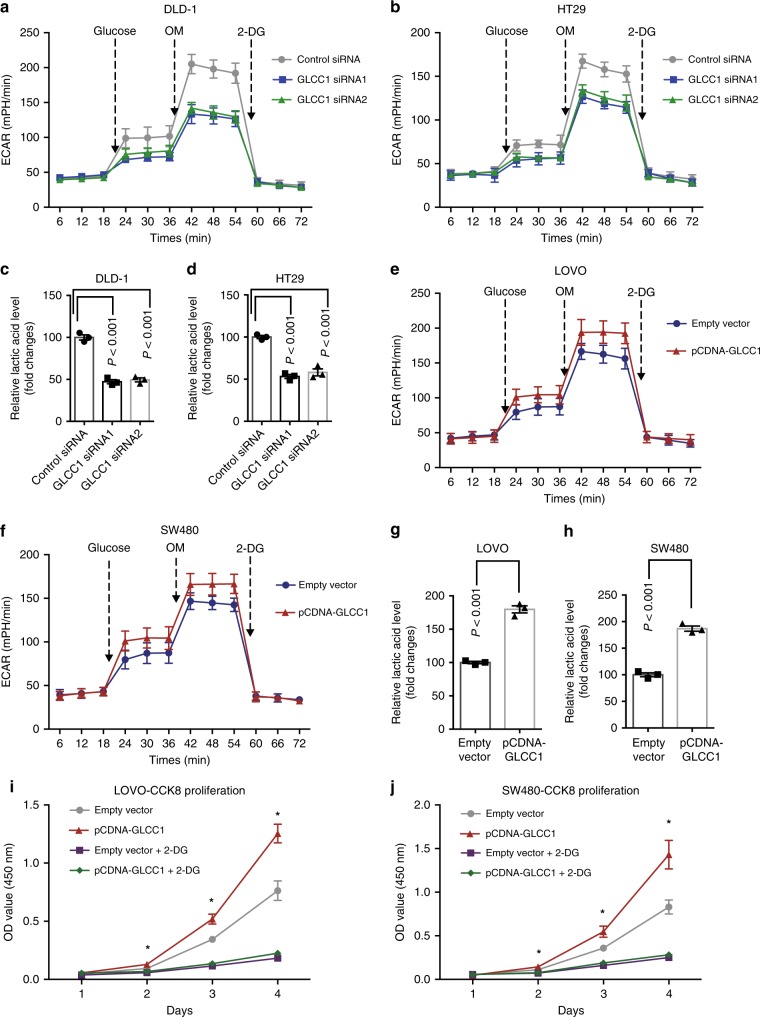
GLCC1-induced cell survival depends on glycolytic metabolism. **a**, **b** Extracellular acid ratio (ECAR) upon cells were measured after transfecting with control or GLCC1 siRNA1/2 in DLD-1 (**a**) and HT29 (**b**). OM, oligomycin; 2-DG, 2-deoxyglucose. **c**, **d** The relative lactic acid level was detected in DLD-1 (**c**) and HT29 (**d**) cells transfected with control or GLCC1 siRNA1/2. **e**, **f** The change of ECAR level with different treatment in LoVo (**e**) and SW480 (**f**) cells was measured after transfecting with control or GLCC1 overexpression plasmid. **g**, **h** The relative lactic acid level in LoVo (**g**) and SW480 (**h**) cells was examined transfected with control or GLCC1 overexpression plasmid. **i**, **j** Cell proliferation assay was performed in LoVo and SW480 cells transfected with control plasmid, GLCC1 overexpression plasmid, 2-DG, 2-DG and GLCC1 overexpression plasmid (*n* = 6). Data are presented as the mean ± SE. *p*-values were calculated by one-way ANOVA followed by SNK multiple comparison test. *p < 0.05

### GLCC1 interacts with HSP90 and regulates c-Myc stability

To dissect the mechanistic role of the lncRNA in carcinogenesis, we applied SILAC-based proteomic approach^27,28^ in combination with pull-down technique to screen the lncRNA-interacting proteins. As shown in Fig. 4a, In MS analysis, for each leucine-containing peptide, a pair of isotope signals with a mass split of 3*n/z* (*n* represents the number of leucine in the peptide, and *z* is the charge number of the peptide) could be observed; the light isotope peak is originally from anti-sense GLCC1 pulled-down protein and the heavy one comes from sense RNA’s pull-down. Consequently, 74 (*H*/*L* ratio >1.45) and 98 (*H*/*L* ratio <0.66) were, respectively, distinguished as sense and anti-sense-RNA-specific interactors (Fig. 4b). Among the top 15 specific interactors of sense GLCC1 (Supplementary Data 5), we selected those proteins, which may participate in glycolysis (HSP90AA1, HSP90AB1), for further binding validation. Western blot showed that only HSP90 (the former name of HSP90AA1) bound specifically to GLCC1, but not HSP90AB1 (Fig. 4c and Supplementary Fig. 4a). The data suggest that HSP90 may interact with GLCC1. HSP90 is a protein chaperon, which is essential for the stability and function of many proteins, which mediate important biological functions, including cell survival and carcinogenesis^29–31^. To identify the HSP90-interacting region of GLCC1, we constructed and biotinylated four fragments of GLCC1 (F1: full-length of anti-sense GLCC1, F2: full-length of sense GLCC1, F3: 1–500 bp, F4: 1–250 bp, F5 250–650 bp), and used them in the pull-down assay with DLD-1 cell lysates. We found that the 5′ fragment of GLCC1 mediated the interaction with HSP90 (Fig. 4d). To substantiate the observation, anti-HSP90 antibodies were used to immunoprecipitate endogenous HSP90 from cell lysate of DLD-1 cells. To this end, RNAs bound to HSP90 were extracted and analyzed. PCR data revealed that GLCC1 directly bound with HSP90 in colorectal cancer cells (Fig. 4e, upper panel). We also detected ~4-fold enrichments of GLCC1 in the anti-HSP90 immunoprecipitates, compared with the IgG control (Fig. 4e, down panel), and glucose starvation significantly increased the binding efficiency between HSP90 and CLCC1 (Supplementary Fig. 4b). Thus, GLCC1 may specifically bind with HSP90 in colorectal cancer cells and this binding is glucose starving-dependent.

**Fig. 4:**
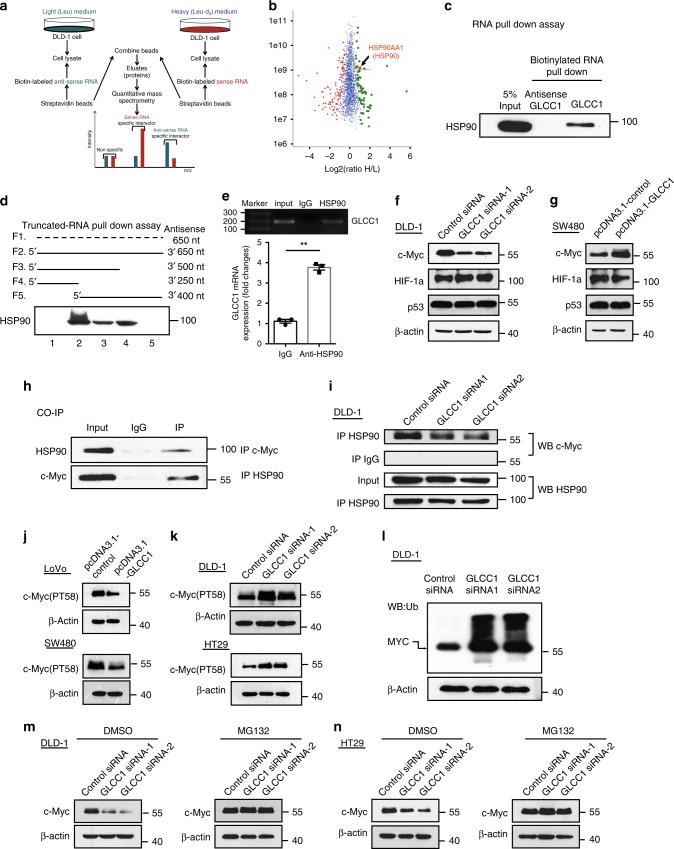
GLCC1 interacts with HSP90 and regulate the stability of c-Myc. **a** Schematic design of using SILAC-based quantitative proteomic approach to identify the GLCC1-specific interactors. **b** Proteome-wide accurate quantification and significance. The logarithm of normalized protein ratios (*H*/*L* ratio) are plotted against protein intensities. The filled green circles represent the sense RNA-specific interactors (*p* < 0.05, 74 proteins, *H*/*L* ratio > 1.46), the red marked one is the validated sense-RNA interactor HSP90. The filled red diamonds represent the anti-sense RNA-specific-binding partners ((*p* < 0.05, 98 proteins, *H*/*L* ratio <0.66). As the anti-sense RNA is an “artificial” RNA, these proteins can be considered as non-specific binding. The blue crosses represent all the non-specific-binding proteins (*p* > 0.05, 1964 proteins). **c** Western blot of the proteins from anti-sense GLCC1 and GLCC1 pull-down assays; **d** Western blot of HSP90 in samples pulled down by full-length (F2) or truncated GLCC1 (F3: 1–500, F4: 1–250, F5: 1251–650); **e** RNA immunoprecipitation experiments were performed using anti-HSP90 antibody, and specific primers were used to detect GLCC1. **f** Western blot of the proteins from control and GLCC1 siRNA transfection DLD-1 cells. **g** Western blot of the proteins from control and GLCC1 overexpression plasmid SW480 cells. **h** Co-immunoprecipitation detected the interaction of HSP90 and c-Myc in the DLD-1 cells. **i** Immunoprecipitation assay was performed to detect the interaction between HSP90 and c-Myc after transfection of GLCC1 siRNA. **j** Western blot of c-Myc (PT56) expression in control or GLCC1 overexpression sample in SW480 and LoVo cells. **k** Western blot of c-Myc (PT56) expression in control or GLCC1 siRNA sample in DLD-1 and HT29 cells. **l** Western blot of the total ubiquitination proteins and c-Myc from control and GLCC1 siRNA1/2 transfection DLD-1 cells. **m**, **n** Western blot of c-Myc from control and GLCC1 siRNA1/2 transfection samples treated with DMSO or ubiquitination inhibitor MG132 in DLD-1 and HT29 cells

We next constructed pCDNA3.1-HSP90 (∆NTD), pCDNA3.1-HSP90 (∆MD), and pCDNA3.1-HSP90 (∆CTD), with Flag-tag, respectively (Supplementary Fig. 4c). These recombinant plasmids were transfected into DLD-1 CRC cells and successfully overexpressed (Supplementary Fig. 4c). RNA-binding protein immunoprecipitation (RIP) assay was performed later. Real-time PCR data showed that deletion of HSP90 MD domain dramatically decreased the binding efficiency between this truncated protein with lncRNA GLCC1 (Supplementary Fig. 4d). However, this phenomenon was not observed in the mutated HSP90 with NTD or CTD domain deletion, suggesting that the MD domain of HSP90 is essential for this protein binding to GLCC1. In addition, overexpression or downregulation of GLCC1 had no effect on the expression of HSP90 (Supplementary Fig. 4e). Since HSP90 may function as a molecular chaperon and stabilize the transcription factor, protein kinase and oncogenic protein in tumor signaling pathways, we next hypothesize that GLCC1 is responsible for the stability of the complex between HSP90 and its target protein. We next detected the target-interacting proteins of HSP90 in glycolysis progression, including c-Myc, HIF-1α, and P53^32–35^. Western blot showed that knockdown of GLCC1 decreased c-Myc expression, and overexpression of GLCC1 increased c-Myc expression (Fig. 4f, g). While no matter loss of function of GLCC1 or gain of function of GLCC1, had no influence on HIF-1α or P53 (Fig. 4f, g). CO-IP assay further confirmed that HSP90 could specifically bind to c-Myc (Fig. 4h). Furthermore, knockdown of GLCC1 treatment impaired the interaction between HSP90 and c-Myc (Fig. 4i). In vitro validation assay, we purified GST-c-Myc and His-HSP90 fusion proteins to perform the GST pull-down assay with or without GLCC1 lncRNA. Western blot data showed that GST-c-Myc directly interacted with His-HSP90 (Supplementary Fig. 4f). GLCC1 lncRNA may strengthen the interaction between c-Myc and HSP90, indicating the interaction between HSP90 and c-Myc is GLCC1 dose-dependent (Supplementary Fig. 4f). Moreover, 17AAG^36^ (17-N-Allylamino-17-demethoxygeldanamycin, the first HSP90 inhibitor in clinical trials) treatment decreased GLCC1-mediated c-Myc upregulation (Supplementary Fig. 4g), suggesting that GLCC1 is responsible for the interaction between HSP90 and c-Myc and the protein level of c-Myc. As reported, multiple ubiquitin ligases interact and ubiquitinate c-Myc in cytoplasm, thus targeting it for proteasome-mediated degradation^33^. We next found that overexpression of GLCC1 decreased the level of ubiquitin marker of c-Myc (PT58)^37^ (Fig. 4j). Downregulation of GLCC1 increased the level of c-Myc (PT58) and the ubiquitination of c-Myc protein in CRC cells (Fig. 4k). Glucose starving decreased the level of c-Myc (PT58) and increased c-Myc expression in DLD-1 cells (Supplementary Fig. 4h). Furthermore, MG132 treatment blocked GLCC1 siRNA-induced c-Myc degradation in DLD-1 and HT29 (Fig. 4m, n) cells. Since deubiquitinating enzymes USP22 and USP28 may regulate c-Myc expression via modulating its ubiquitylation^38–40^, we next explored whether USP22 and USP28 participate in GLCC1-induced c-Myc stabilization. Western blot data showed that knockdown of USP22 (Supplementary Fig. 4i), but not USP28 (Supplementary Fig. 4j) significantly increased the expression level of PT58-c-Myc, which is the ubiquitination activating marker of c-Myc, and decreased c-Myc protein expression in DLD-1 cells. These data indicate that USP22 specifically regulate the ubiquitination of c-Myc in CRC cells. Further Co-IP western blot assay showed that USP22 could bind with HSP90 (Supplementary Fig. 4k). Downregulating of GLCC1 impaired the interaction between USP22 and HSP90 (Supplementary Fig. 4l), indicating that lncRNA GLCC1 mediates the interaction between USP22 and HSP90 and further modified the ubiquitination and protein levels of c-Myc. Thus, GLCC1 is important for c-Myc and HSP90 interaction, and GLCC1 is responsible for c-Myc protein stability.

### C-Myc participates in the biological function of GLCC1

We next hypothesized that c-Myc mediated the biological function of GLCC1 in colorectal cancer. To test this hypothesis, we used CRISPER-Cas9 system to constructed DLD-1 cells with lncRNA GLCC1 deletion (DLD-1∆GLCC1). The cell proliferation (Fig. 5a), ECAR values (Fig. 5b) and lactate production (Fig. 5c) were significantly reduced in GLCC1-depleted DLD-1 cells, compared with WT DLD-1 cells. Overexpression of c-Myc significantly rescued GLCC1 KO-induced decrease in cell proliferation (Fig. 5a and Supplementary Fig. 5a) and lactate production (Fig. 5b, c). To further confirm the results, we transfected c-Myc siRNA into GLCC1-overexpressed cells and found that knockdown of c-Myc expression significantly reduced GLCC1-induced increase in colorectal cancer cell proliferation in SW480 (Fig. 5d and Supplementary Fig. 5b) and LoVo (Fig. 5e and Supplementary Fig. 5c) cells. In glycolysis metabolism assays, downregulation of c-Myc dramatically blocked GLCC1-induced increase in ECAR levels, as well as lactic acid production in SW480 (Fig. 5f, g) and LoVo cells (Fig. 5h, i). Moreover, Knockdown of c-Myc, 17AAG or 2-DG treatment dramatically reduced GLCC1-induced increased in tumor growth (Supplementary Fig. 5d, f) and tumor weight (Supplementary Fig. 5e) in xenograft mouse tumor models. These data indicate that GLCC1-regulated glycolytic metabolism and cell proliferation dependents on HSP90-mediated c-Myc stability in colorectal cancer.

**Fig. 5:**
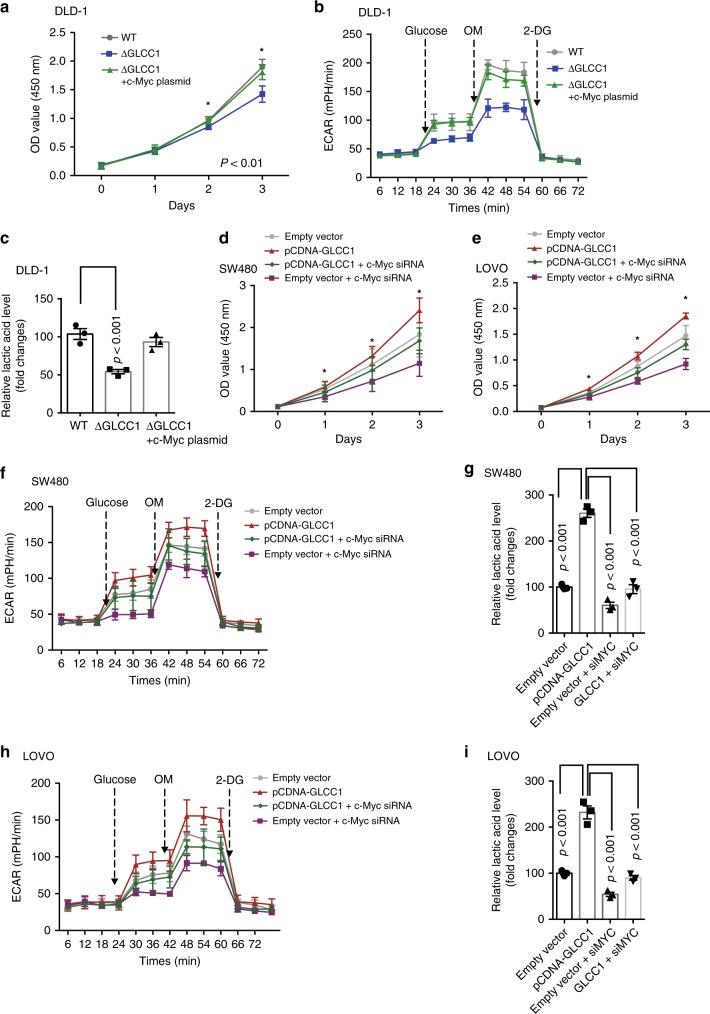
C-Myc participate in the biological function of GLCC1 in CRC cells. **a** Cell proliferation assay was performed in DLD-1-wt, DLD-1ΔGLCC1 cells transfected with control or c-Myc overexpression plasmid; *n* = 6. **b** The change of ECAR level was detected in DLD-1-wt, DLD-1ΔGLCC1 cells transfected with control or c-Myc overexpression plasmid; *n* = 3. **c** The relative lactic acid level was measured in DLD-1-wt, DLD-1ΔGLCC1 cells transfected with control or c-Myc overexpression plasmid; *n* = 3. **d**, **e** Cell proliferation assay was performed in SW480 (**d**) and LoVo (**e**) cells cotransfected with control and c-Myc siRNA or cotransfected with GLCC1 overexpression plasmid and c-Myc siRNA; *n* = 6. **f** The change of ECAR level was detected in SW480 cells cotransfected with control and MYC siRNA or cotransfected with GLCC1 overexpression plasmid and c-Myc siRNA; *n* = 3. **g** The relative lactic acid level was measured in SW480 cells cotransfected with control and c-Myc siRNA or cotransfected with GLCC1 overexpression plasmid and c-Myc siRNA; *n* = 3. **h** The change of ECAR level was detected in LoVo cells cotransfected with control and c-Myc siRNA or cotransfected with GLCC1 overexpression plasmid and c-Myc siRNA; *n* = 3. **i** The relative lactic acid level was measured in LoVo cells cotransfected with control and c-Myc siRNA or cotransfected with GLCC1 overexpression plasmid and c-Myc siRNA; *n* = 3. Data are presented as the mean ± SE. *p*-values were calculated by one-way ANOVA followed by SNK multiple comparison test. *p < 0.05

### GLCC1 co-ordinates the localization of c-Myc genome-wide

To address whether GLCC1 modulates c-Myc genomic binding genome-wide, we performed ChIP coupled with high-throughput sequencing (ChIP-seq) for c-Myc in DLD-1 cells. The binding genes of C-myc were detected in DLD-1 cells (Supplementary Data 6). 

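The paper's Supplementary Data 6, whose genes it describes as occupied by c-Myc in control cells and not in cells transfected with GLCC1 siRNA, holds 779 gene symbols and 461 distinct regions. Of these symbols, 699 are in the RNA-seq files, 558 were tested and 445 had a mean of at least 1 CPM. Among the tested genes, 31 symbols of the list were also below 0.5-fold with p under 0.001, where 14.2 would be shared by independent lists (odds ratio 2.32, two-sided Fisher's exact test p = 5.4e-05). Restricted to the 14875 genes with a mean of at least 1 CPM, the overlap was 30 of 556 fallen genes, with an odds ratio of 1.91 (Fisher's exact test p = 0.0020). Genes above 2-fold with p under 0.001 shared 16 symbols with the list, where 14.5 would be shared by independent lists (odds ratio 1.11, Fisher's exact test p = 0.68). Of 27 genes in the overlap with a 3′ UTR that could be searched, 14 carry a word that pairs with the seed of siRNA 1, LDHA and EIF4G2 among them. The region listed for LDHA spans 18428637 to 18429375 on chromosome 11 and overlaps exon 8 of the 8 exons of the canonical transcript, at its 3′ end. EIF4G2, on chromosome 11 from 10818597 to 10830487 on the minus strand, is listed with a region from 10818646 to 10819449, which overlaps exon 22 of 22. In the RNA-seq, EIF4G2 had 1425 ± 78.3 CPM (SD, n = 3) in the control libraries and 419.0 ± 42.2 (SD, n = 3) in the GLCC1 siRNA libraries. Its log2 fold change was -1.77 (standard error 0.09, adjusted p = 2.7e-08 from edgeR) and stayed between -1.83 and -1.69 with each library left out in turn. The 3′ UTR of EIF4G2 carries the 7-base word CCTTGAA for the seed of siRNA 1 from 10818750 to 10818756. Other genes of the overlap with large falls were RNF181, with a log2 fold change of -2.19 (standard error 0.12), and ACTG1, with -2.14 (standard error 0.11). MYC fell by 0.48 on the log2 scale (standard error 0.10, adjusted p = 0.0030) and carries a 7-base word for the same seed. The third list of the Venn diagram, of c-Myc target genes, was not used here.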

Further analysis showed only two genes LDHA and EIF4G2, which are the target gene of c-Myc, and are regulated by c-Myc, as well as GLCC1 (Fig. 6a and Supplementary Fig. 6a, b). To further verify these findings, we characterize the relationship between GLCC1 and c-Myc-targeted genes (LDHA and EIF4G2) in DLD-1 CRC cells. We observed that downregulation of GLCC1 significantly reduced the expression of LDHA and EIF4G2 genes in DLD-1 (Fig. 6b) and HT29 cells (Supplementary Fig. 6c). In addition, colorectal cancer cell proliferation and glycolytic metabolism were compared after knockdown LDHA and EIF4G2. However, we found that only downregulation of LDHA, but not EIF4G2, abolished GLCC1-induced cell proliferation and lactic acid production in CRC cells (Fig. 6c, d). This suggests that GLCC1 may bind with HSP90 and stabilize c-Myc protein, thereby controlling its ability to regulate *LDHA* gene expression, and then regulate glycolysis and cell proliferation.

**Fig. 6:**
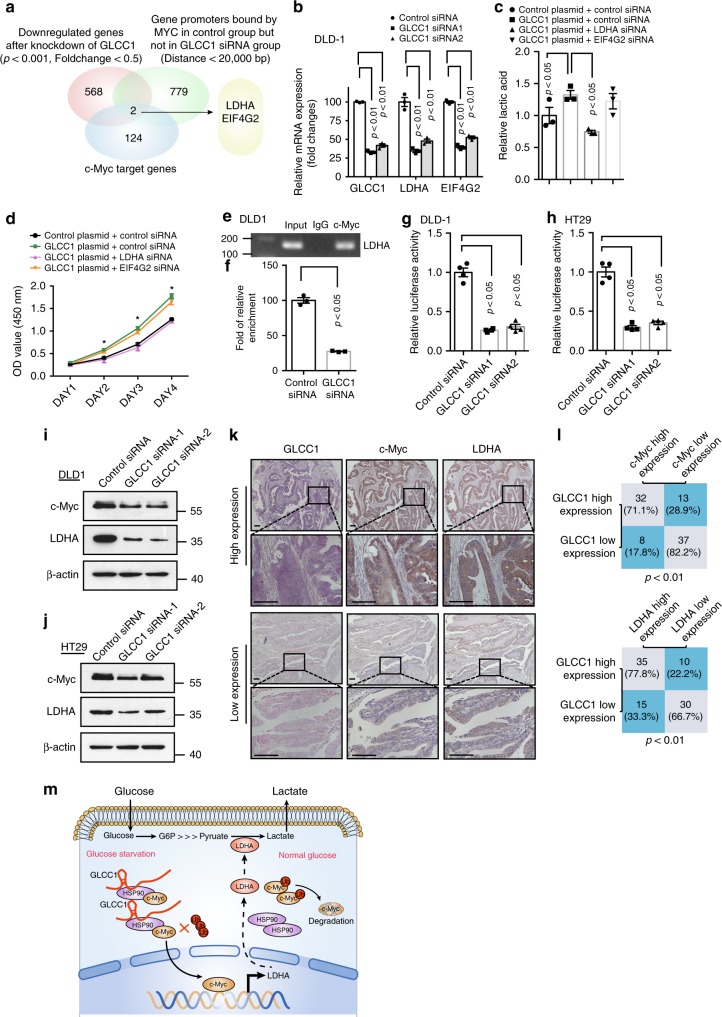
GLCC1 co-ordinates the localization of c-Myc genome-wide. **a **Venn diagram shows the gene promoters occupied by c-Myc in control but not in lncGLCC1 siRNA-transfected cells (Distance <20,000 bp, 779 genes), downregulated after knockdown of lncGLCC1 (*p* < 0.001, Fold change < 0.5, 568 genes), and are target genes of c-Myc (124 genes). **b** Real-time PCR of target genes were performed in DLD-1 cells after transfection of GLCC1 siRNA1/2. **c** Cell supernatant was harvested for lactic acid level detection in DLD-1 cells cotransfected with GLCC1 overexpression plasmid LDHA, EIF4G2, or control siRNA. **d** The OD value at 450 nm was detected in DLD-1 cells cotransfected with GLCC1 overexpression plasmid LDHA, EIF4G2, or control siRNA. **e** LDHA DNA was detected in the chromatin sample immunoprecipitated from DLD-1 cells using an antibody against c-Myc; **f** Real-time PCR of the ChIP samples shows the binding efficiency of c-Myc to the LDHA gene promoter. **g**, **h** Luciferase reporter vectors were generated by inserting the promoter region (–1500 to 0 bp) of the LDHA gene. The reporter vectors were then cotransfected into DLD-1 (**g**) and HT29 (**h**) cells with either GLCC1 siRNA or control siRNA. Cells were harvested for luciferase activity assay. **i**, **j** Western blot of proteins from control or GLCC1 siRNA transfection group were performed in DLD-1 (**i**) and HT29 (**j**). Data in **b**–**h** are presented as the mean ± SE. *p*-values were calculated by one-way ANOVA followed by SNK multiple comparison test. *p < 0.05. **k** The representative images of ISH of GLCC1 and immunohistochemical staining of c-Myc and LDHA in cohort 2. Scale bar indicates 100 μm. **l** Statistical analysis of colorectal cancer tissues under different staining conditions in cohort 2. **m** Schematic representation for the mechanism of GLCC1/HSP90/LDHA axis as a switch that regulates glucose metabolism in human colorectal cancer progression by stabilizing and specifying the transcription modification pattern of c-Myc

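With fold change under 0.5 and p under 0.001, 587 genes were downregulated in the libraries labelled GLCC1 siRNA. The same criteria in the other direction, a fold change above 2, gave 599 genes. DESeq2's Wald test in place of edgeR gave 551 downregulated genes, and library totals as the only normalization moved the number most, to 419. With an adjusted p under 0.001 in place of the unadjusted p, there were 520 downregulated genes, of which 29 were in Supplementary Data 6. From the overlap of the genes of Supplementary Data 6, downregulated genes and c-Myc target genes, the paper concludes that LDHA and EIF4G2 are regulated by c-Myc as well as by GLCC1.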

We next explored the mechanism by which GLCC1 regulates the expression of LDHA. Real-time ChIP PCR showed that the binding efficiency of c-Myc on *LDHA* promoter was significantly decreased in DLD-1 (Fig. 6e, f) transfected with GLCC1 siRNAs. We next examined the effect of GLCC1 on the transcriptional activity of *LDHA* gene. Luciferase assay revealed that knockdown of GLCC1 impaired the transcriptional level of *LDHA* promoter in DLD-1 (Fig. 6g) and HT29 cells (Fig. 6h). Western blot data showed that *LDHA* expression was significantly decreased in DLD-1 (Fig. 6i) and HT29 (Fig. 6j) cells transfected with two different GLCC1 siRNAs. The data suggest that GLCC1 may positively regulate *LDHA* transcription in colorectal cancer cells. It has been reported that high levels of *LDHA* expression correlated with poor clinical outcome in colorectal cancer, and this gene may regulate glycolytic metabolism, and then promote cancer cell proliferation and invasion^41,42^.

We next performed immunohistochemical staining in CRC patient’ tissues of cohort 2. Interestingly, the samples with GLCC1 higher expression displayed strongly staining for c-Myc and LDHA (Fig. 6k, upper panel). In addition, samples with low-expression of GLCC1 appeared low levels of c-Myc, LDHA, and HK2 (Fig. 6k, down panel). The data are statistically significant (Fig. 6l). The data indicate that GLCC1 expression is positively correlated with c-Myc and LDHA expression in CRC tissues.

## Discussion

Various oncogenic pathways may contribute to colorectal cancer carcinogenesis^43,44^, however, the potential involvement of lncRNA(s) is poorly defined in human colorectal cancer, as well as in glycolytic metabolism. Through a combination of genomic, biochemical, and cell biological analyses, we have demonstrated that GLCC1 is an oncogenic lncRNA in colorectal cancer. GSEA analyses have demonstrated that cell proliferations, glycolytic pathways in cancer are significantly enriched in response to GLCC1 alteration in the colorectal cancer patients’ datasets. The bioinformatics analyses have been functionally validated in several in vitro and in vivo experimental models. In cultured CRC cells and xenograft mouse models, downregulation of GLCC1 markedly suppresses cell growth and inhibits glycolysis progression in colorectal cancer. The data consistently point to the notion that high GLCC1 expression is a decisive factor of controlling human colorectal cancer aggressiveness.

Cytoplasmic lncRNAs may participate in regulating protein stability and modification^45,46^, however, the underlying molecular mechanisms remain unknown. Our SILIC mass spectrometry and RNA pull-down data have demonstrated that GLCC1 directly interacts with HSP90 chaperon and further stabilizes c-Myc protein, thus increases the transcriptional level of LDHA, then finally activates glycolytic metabolism. This notion is supported by three lines of experimental evidence. (i) GLCC1 directly binds with HSP90 via its 5′ domain; (ii) Genetic deficiency of GLCC1 of the immunopreciptation products abrogates the interaction between HSP90 and c-Myc, and further increases the ubiquitination of c-Myc; (iii) Knockdown of GLCC1 significantly disrupts the binding of the c-Myc to the promoter regions of c-Myc occupied genes. In support of our observation, lncRNAs LINC01138, and lnc-DC, assist stability and modification PRMT5 and p-STAT3, facilitate their protein and enhance their functions^45,46^. Briefly, GLCC1 is a lncRNA capable of modulating the interaction of the HSP90 and c-Myc complex and further altering the binding pattern of c-Myc in promoter regions and transactivating target genes in colorectal cells (Fig. 6m).

When we explored the mechanisms by which GLCC1 contributes to colorectal carcinogenesis, we found the involvement of LDHA. It has been reported that LDHA expression is upregulated in colorectal cancers^47^. This gene may promote glycolysis and is regulated by c-Myc in a transcriptional manner^42^. Consistent with these studies, we show that GLCC1 stabilizes c-Myc protein, and further facilitates this transcription factor to bind to *LDHA* promoter region, then to activate its transcription. In addition, LDHA is functionally responsible for GLCC1-mediated colorectal carcinogenesis and glycolytic metabolism. Notably, as GLCC1 may be directly and indirectly linked to gene regulatory networks, in addition to LDHA, we do not rule out the involvement of other genes in GLCC1-associated biological function.

The cancer cells avidly use the less efficient glycolysis pathway for energy production. This was first described by Otto Warburg in the 1920s, and is also known as the Warburg effect^48^. However, as most of cancer cells are sensitive to glucose deprivation and die eventually under conditions without glucose, one would wonder what the significance of the proposed adaptation in metabolism is for cancer cell survival and progression. Here, we demonstrated that GLCC1 increased under glucose deprivation conditions, solidated c-Myc/LDHA expression, and facilitated glycolysis pathway in CRC cells. The aberrant activation of GLCC1/c-Myc/LDHA glycolysis cascade might be cancer’s comprehensive metabolic adaptation to allow cancer cells to survive from glucose starvation. As a consequence, we inferred that GLCC1 was a potential key lesion to coordinate the metabolic switch for reprogramming under glucose stress. It has been documented that the expression of both c-Myc and its target gene LDHA was dramatically elevated under glucose deprivation condition in hepatocellular carcinoma cell lines, which enlightens us to further explore the reconstitution of glycolysis in CRC cells orchestrated by GLCC1 in our next strategy.

Therefore, from a therapeutic perspective, the mechanistic understanding of glucose metabolism in cellular regulation will enable the identification of therapeutic target. Profiling of lncRNA epigenetic regulation that is affected in glucose metabolism may also allow the development of diagnostic tests of cancer. In short, GLCC1 is the oncogenic lncRNA capable of modulating the interaction between c-Myc and HSP90, and further stabilizing c-Myc protein and regulate glycolytic metabolism via LDHA in colorectal cancer cells (Fig. 6m).

Given the clinical, genetic, biochemical, and functional significance of GLCC1 in colorectal cancer, we conclude that GLCC1 and its associated pathway is crucial for colorectal carcinogenesis as well as glycolysis pathway, and targeting this pathway may be pivotal in the prevention or treatment of colorectal cancer.

## Methods

### Patient specimens

Tumors and the adjacent colorectal tissues were obtained from patients with colorectal cancer who underwent surgery at Shanghai Renji Hospital. The study protocol was approved by the ethics committee of Shanghai Jiao Tong University School of Medicine (Shanghai, China). Written informed consent was obtained from all participants in this study. All the research was carried out in accordance with the provisions of the Declaration of Helsinki of 1975. None of these patients had received radiotherapy or chemotherapy prior to surgery.

### Cell culture and treatment

Human colorectal cancer cell lines SW1116, SW480, Caco2, LoVo, HT29, RKO, DLD-1, and HCT116 were purchased from American Type Culture Collection (ATCC). The cell lines were tested for mycoplasma contamination before used to ensure that they were mycoplasma-free. The small interfering RNAs (siRNAs, 50 nM) against human GLCC1, HSP90, c-Myc, and LDHA were transfected into the colorectal cells using the DharmaFECT 1 siRNA transfection reagent (Thermo Scientific Dharmacon Inc., USA), while non-specific siRNA was used as negative controls. All the siRNAs were purchased from Genepharma Technology (Shanghai, China). The plasmids were transfected into the colorectal cells using the FuGENE transfection reagent (Life Technologies, USA), while non-specific plasmid was used as negative controls. 

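A part of the GLCC1 sequence of Supplementary Data 7, 382 nt long, was searched for in the human genome. It matched chromosome 13 of hg19 from 99049526 to 99049907 on the plus strand. The target of siRNA 1, GGAAGAGCAACACCTTGAA, lies from 99049528 to 99049546. The target of siRNA 2, CCAGGCTGTCTCGAATCTA, lies from 99050008 to 99050026, downstream of the 382 nt searched for. The paper reports a GLCC1 transcript longer than this part, so the position does not place that target outside GLCC1. The sequence detected by the in situ hybridization probe lies from 99049583 to 99049604. All of these positions are inside FARP1, which spans 98794816 to 99107430 on the same strand. In the canonical transcript of FARP1, FARP1-201, they are in the intron between exon 13, which ends at 99047730, and exon 14, which starts at 99061592. In the transcript FARP1-219, they are in the 3′ UTR, annotated from 99048720 to 99059748.

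**Figure D3:**
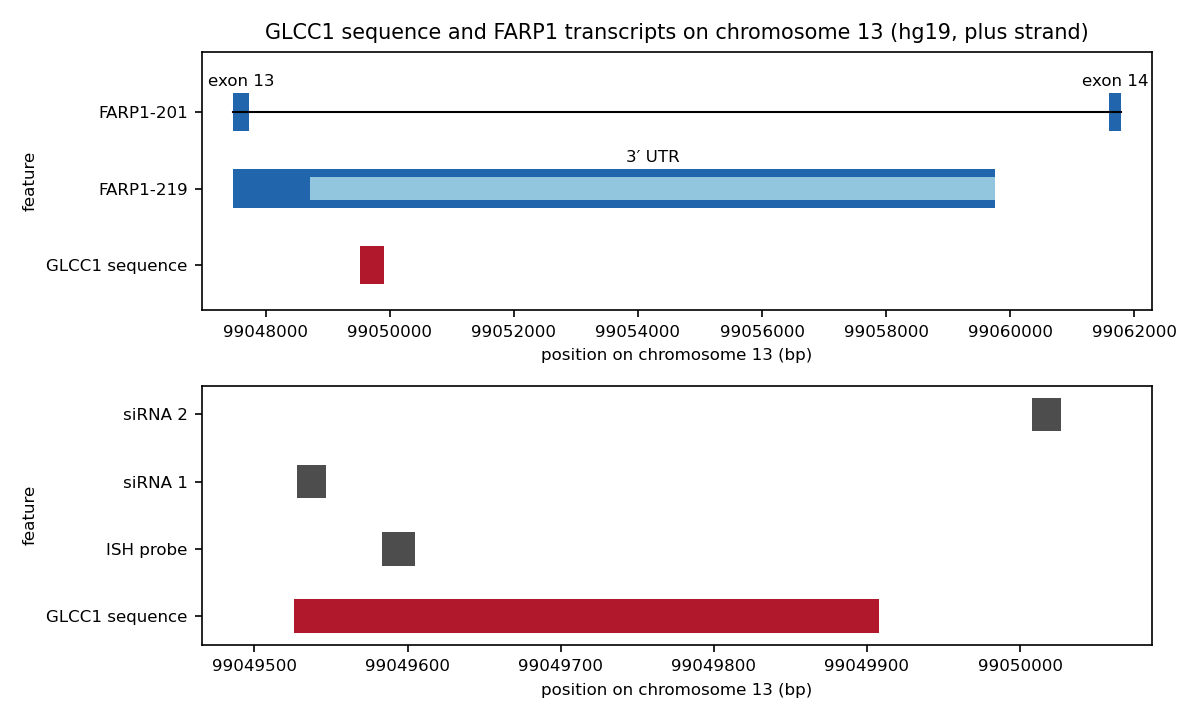
Position (x axis, bp on chromosome 13 of hg19) of the GLCC1 sequence beside exons 13 and 14 of FARP1-201 and the last exon and 3′ UTR of FARP1-219, and, in the lower panel, of the in situ hybridization probe and the targets of both siRNAs. The GLCC1 sequence drawn is the part searched for, which starts at 99049526, inside the 3′ UTR of FARP1-219.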

The sequences of the siRNA and plasmids were listed in Supplementary Table 1 and Supplementary Data 7.

### Bioinformatics analysis

Human exon arrays for colorectal cancer and normal adjacent tissues were downloaded from the NCBIs Gene Expression Omnibus (GEO, GSE31737). The datasets GSE31737 consisted of 40 paired colorectal cancer and adjacent tissues. To gain further insight into the biological pathways involved in colorectal cancer pathogenesis through GLCC1, the gene set enrichment analysis (GSEA) was performed. The gene sets showing FDR, 0.25, a well-established cutoff for the identification of biologically relevant genes, were considered enriched between the classes under comparison. The gene sets collection (c2.all.v5.0.symbols.gmt) from the Molecular Signatures Database–MsigDB (http://www.broad.mit.edu/gsea/msigdb/index.jsp) was used for the enrichment analysis. The RNA-seq data can be accessed by GEO Series accession number GSE119866.

### Cell proliferation

Cell proliferation was assessed by the Cell Counting Kit-8 (Dojindo, Japan). Briefly, control and treated colorectal cancer cells were seeded onto 96-well plates at an initial density of 3 × 10^3^ cells per well. CCK-8 (10 μl/well) was added to the cells at specified time points. After incubating for 2 h, the reaction product was quantified according to the manufacturer’s instructions.

### RNA analysis, extraction, and quantitative real-time PCR

The RNA expression levels were measured using a real-time quantitative PCR system. Total RNA was extracted by TRIzol reagent (Invitrogen), and 1 μg of total RNA was reverse-transcribed using the PrimeScriptP RT Reagent Kit (Perfect Real-Time; Takara). The amplified transcript level of each specific gene was normalized to ACTB. The primers (Supplementary Table 2) were provided by Shenggong Company.

### Measurement of ECAR

The Seahorse Extracellular Flux Analyzer XF96 (Seahorse Bioscience) was used to monitor in vitro cells metabolic alternations, according to the manufacturer’s instructions. Cells, transfected with control siRNA, GLCC1 siRNA, control plasmid, and GLCC1 overexpressing plasmid, were seeded in a XF96-well plate at a density of 8 × 10^3^ per well and allowed to attach overnight, followed by serum starvation for 24 h. For detection of the real-time glycolytic rate (ECAR), an indicator of net proton loss during glycolysis, cells were incubated with unbuffered medium followed by a sequential injection of 10 mM glucose, 1 µM oligomycin, and 80 mM 2-deoxyglucose. ECAR measurements was normalized to total protein content and reported as mpH/min. Each sample was determined in triplicate.

### Measurement of lactate

Cells were seeded into six-well plate, transfected with control siRNA, GLCC1 siRNA, control plasmid and GLCC1 overexpressing plasmid. The culture medium was collected for measurement of lactate concentration after cells were starved for 24 h. Lactate production in the medium was detected by using the Lactate Assay Kit (Abcam, l-Lactate Assay kit (colorimetric), CA, USA) according to the manufacturer’s instruction. Results were normalized on the basis of the total protein concentration of each sample. All the experiments were performed in triplicate.

### RNA pull-down assay and mass spectrometry (LC-MS) analysis

Powdered RPMI Media for SILAC (88426) was purchased from Thermo Scientific; Deuterium-labeled leucine (5,5,5-d_3_ (Leu-d_3_), DLM-1259) was obtained from Cambridge Isotope Laboratories (CIL); Dialyzed Fetal Bovine Serium (FBS) (26400-044) were obtained from Gibco; Sequencing-grade trypsin (V5113) was purchased from Promega.

*SILAC labeling, isolation of lncRNA–protein-interacting complex*: SILAC medium (RPMI 1640 containing Leu-d3) was prepared according the manufacturer’s instruction for the following DLD-1 cell labeling. The procedure of using Leu-d3 to label the cellular proteome has been described previously^27,28^.

For RNA pull-down, equal amounts of proteins derived from Light (in normal medium) and Heavy (in Leu-d_3_ medium) cell pools were incubated with biotin-labeled anti-sense RNA and sense RNA, followed by the incubation with streptavidin beads, respectively. After pull-down, the beads from two fractions were combined and the proteins were eluted by 1 × SDS loading buffer. The eluate was then separated by 12% sodium dodecyl sulfate polyacrylamide gel electrophoresis gel and stained with Coomassie brilliant blue (CBB).

*Band excision, in-gel trypsin digestion, and peptide extraction*: The CBB-stained gel was excised as 11 bands. Following the protocol described previously^49^, Each of gel bands was cut into pieces and CBB dye was removed with 50% acetonitrile (ACN)/50 mM ammonium bicarbonate. The gel pieces were then dehydrated twice in 100% ACN for 30 min and reconstituted in the in-gel digestion buffer containing 10 ng/μl sequencing-grade trypsin (Promega, V5113) overnight at 37 °C. The tryptic peptides were extracted from the gel pieces with 50% ACN/0.1% trifluoroacetic acid (TFA) and lyophilized.

*Liquid chromatography–mass spectrometry* (*LC-MS*) *analysis*: LC-MS analysis was performed on a Nano Aquity UPLC system (Waters Corporation, MA, U.S.) connected to a quadrupole-Orbitrap mass spectrometer (Q-Exactive) (Thermo Fisher Scientific, Bremen, Germany) equipped with an online nano-electrospray ion source. Peptides were resuspended with 10 µl solvent A (5% acetonitrile, 0.1% formic acid in water). Eight microliters of peptide sample was loaded onto the Thermo Scientific Acclaim PepMap C18 column (100 μm × 2 cm, 5 μm, Thermo Fisher Scientific) with a flow of 10 μl/min for 3 min and then was separated on the analytical column (Acclaim PepMap C18, 75 μm × 15 cm, 2 μm, 100 Å) with a linear gradient. The gradient started from 2% B (90% acetonitrile, 0.1% formic acid in water) to 45% B over 75 min. The column was re-equilibrated at initial conditions for 15 min. The column flow rate was maintained at 300 nL/min and column temperature was maintained at 40 °C. The electrospray voltage of 2.2 kV versus the inlet of the mass spectrometer was used.

The Q-Exactive mass spectrometer was operated in the data-dependent mode to switch automatically between MS and MS/MS acquisition. Survey full-scan MS spectra (*m*/*z* 350–1600) were acquired with a mass resolution of 70,000, the AGC target value was set to 1 × 10^6^, and the maximum injection time was 50 ms. Fifteen most intense peaks with charge state 2–4 were selected for fragmentation using higher-energy collisional dissociation (HCD) with normalized collision energy (NCE) of 30%, the isolation window of 2 *m*/*z* was used. The HCD fragments were analyzed in the Orbitrap mass analyzer with resolution 17,500, The AGC target value was set to 2 × 10^5^, the maximum injection time was 150 ms. In all cases, one microscan was recorded using dynamic exclusion of 60 s. The spectra were recorded with Xcalibur (version 2.2 SP1) software.

*Database search, protein identification, and quantification*: The eleven of MS raw files generated by Q-Exactive were processed using MaxQuant software (version 1.5.2.8, http://www.maxquant.org/) for protein identification and quantification^50^. Data were searched using the Andromeda search engine^51^ against the Human UniProtKB/Swiss-Prot database (20,197 entries). The parameters were set as follows: (1) The minimum required peptide length was seven amino acids. (2) Trypsin cleavage specificity was applied with up to two missed cleavages allowed. (3) Variable modifications included methionine oxidation (+15.9994 Da), N-acetylation of protein N-termini (+42.0106Da), and leu-d3 (+3.0188Da). (4) Initial mass deviation of the precursor ion and fragment ions were up to 10 ppm and 0.5 Da, respectively. (5) The false discovery rate (FDR) was set to 1% at both the peptide and protein levels. (6) Minimum of peptides was set to 2. (7) Multiplicity of 2 was used, where Leu and Leu-d3 (+3.0188Da) were selected as light (L) and heavy (H) labels, respectively. (8) “Re-quantify” and “match between runs” were selected. (9) Quantification was performed using unmodified unique and razor peptides and a minimum of two counted ratios. (10) The protein ratios (*H*/*L*) were automatically calculated and normalized by MaxQuant.

To clarify the lncRNA-specific-interacting proteins from the dataset generated by MaxQuant, Perseus (version 1.5.2.6, http://www.perseusframework.org/), the bioinformatics analysis software compatible with MaxQuant, was used to determine the specific interactors by the significance *B*-value (*p* < 0.05), which is the *p-*value for detection of significant outlier protein ratios calculated on the protein subsets obtained by intensity binning^50^.

### In situ hybridization and immunohistochemical staining

The in situ detection of GLCC1 was performed on 6-μm formalinfixed, paraffin-embedded sections using DIG-labeled miRCURYTM Detection probe (Exiqon). The probe sequence of GLCC1 is listed as follows: 5′–3′ /5DigN/TACACAATTCAAAGGCAGGCAT/3Dig_N/. Briefly, the slides were hybridized with a probe (LNA-modified and DIG-labeled oligonucleotide; Exiqon) complementary to GLCC1 and after incubation with anti-DIG-AP Fab fragments conjugated to alkaline phosphatase. The hybridized probes were then detected by applying nitroblue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate color substrate (Roche) to the slides. Positive controls (lncRNA AK000053, RNU6B, Exiqon) and scrambled control RNA were included for each hybridization procedure. Slides were counterstained with VECTOR® nuclear fast red counterstain (VECTOR LABOTATORIES) and analyzed with a Nikon 80i microscope and Nikon NIS-Elements F 2.3 software (Nikon).

The expression of Ki67/c-Myc/LDHA was examined with a specific antibody dilusion (Ki67: Abcam; 1:100; c-Myc: Abcam; 1:200; LDHA: Abcam; 1:600) using the LSAB+Kit (DakoCytomation).

The slides were examined independently by two investigators, who were blinded to the clinical and pathological data. Protein and lncRNA expression were quantified using a visual grading system based on the extent of staining (percentage of positive tumor cells) and the intensity of staining. For further analysis, the product (the corresponding score) of the extent and intensity grades was used to define the cutoff value for different expression levels of the proteins and lncRNA. In the correlative and survival studies, the expression levels of relevant proteins and lncRNA were classified into two categories.

### In vitro transcription and translation

LncRNA GLCC1 and *c-Myc* were cloned into pBluescript KSII downstream of the T7 promoter. The recombinant plasmids were transcripted (Promega, USA), and purified (Qigen, Germany) in vitro. The purified GLCC1, *c-Myc* RNA and other control RNAs were translated in vitro using Biotinylated leucine tRNA (Promega, USA). Biotinylated proteins were detected using a BrightStar BioDetect Kit (Ambion, USA). *c-Myc* messenger RNA (mRNA) was used as a positive translation control, and GClnc1 and water serve as negative controls.

### GST pull-down assay

The codon-optimized genes of *c-Myc* and *HSP90* (*HSP90AA1*) were synthesized by PCR-based accurate synthesis and cloned in frame with GST tag in pGEX-4T-1 vector (*Eco*RI/*Xho*I, GE Healthcare) and with His tag into pCzn1 vector (NdeI/XbaI, Zoonbio Biotechnology, China), respectively. Constructs were verified by sequencing.

GST- and His-tagged constructs were transformed into Arctic-Express competent cells, induced (IPTG,0.5 mM), and purified using either glutathione beads (GE Healthcare) or Ni2+ agarose beads (QIAGEN) according to the manufacturer’s instruction.

For the pull-down assay, 2 μg of GST or GST-tagged c-Myc proteins were mixed with 100 μl of glutathione-Sepharose 4B beads (GE Healthcare) for 1 h at 4 °C in binding buffer (20 mM Tris(pH7.5), 150 mM NaCl, 1% Triton X-100, 2 mM DTT, 1 mM EDTA). Then 1 μg of His-tagged HSP90 was added in the absence or presence of lncRNA and incubated for another 1 h at 4 °C. The beads were collected and washed with binding buffer, then 2 × SDS loading buffer was added, boiled, and subjected to the following western blot analysis. Primary antibodies used included anti-GST (CST, 1:1000) and anti-His (Abcam, 1:5000).

### Luciferase assay

Cell lines were transfected with the plasmids expressing the designated combinations of pGL3-LDHAPWT and other relevant siRNAs at 1.0 μg and 100 ng of phRL (Renilla luciferase) with Lipofectamine 2000 (Invitrogen) or DharmaFECT 1 siRNA transfection reagents (Dharmacon). Twenty-four hours after transfection, the cells were collected to detect luciferase activity using the Dual-Luciferase reporter assay system (Promega). Luciferase activity was measured by using a FLUOstar Omega (BMG LABTECH). Transfection efficiency was normalized by dividing the luciferase activity of the construct by the corresponding Renilla luciferase activity.

### Western blot

Western blot analysis was performed using standard technique^52^. An anti-β-actin antibody was used as a control for whole-cell lysates. Antibodies were purchased mainly from three manufacturers: Cell Signaling Technology, Inc. (c-Myc, LDHA, HIF-1a, P53, HSP90AA1, HSP90AB1), Abcam (Ki67, USP22, USP28). The dilution of primary antibodies was 1:1000. The uncropped and unprocessed scans of blots were shown in the Supplementary Figs. 7–11.

### Northern blot

Northern blotting was performed with 200 to 500 ng of purified poly (A) mRNA. RNAs were resolved using denaturing agarose gel electrophoresis (Ambion) and transferred to Hybond-XL membranes (GE Healthcare). GLCC1 were detected using 32P-labeled DNA probes.

### Co-immunoprecipitation

Co-immunoprecipitation was performed as described previously^53^. Briefly, both input and IP samples were analyzed by western blot using various antibodies at the indicated dilutions: HSP90 antibody (1: 1000; Cell Signal Technology and 1:500; Santa Cruz), c-Myc antibody (1:1000; Cell Signal Technology and and 1:500; Santa Cruz), and normal rabbit IgG.

### RNA immunoprecipitation

RNA immunoprecipitation (RIP) experiments were performed using the Megna RIP RNA-binding Protein Immunoprecipitation Kit (Millipore). The HSP90 antibody used for RIP was purchased from Santa Cruz. The co-precipitated RNAs were detected by reverse transcription PCR. To demonstrate that the detected RNA signals specifically bind to HSP90, total RNA (input controls) and normal rabbit IgG controls were simultaneously assayed.

### Adenovirus and plasmids construction

The control shRNA, GLCC1 shRNA, HSP90 shRNA, c-Myc shRNA, GLCC1-overexpressing adenovirus, and all plasmids were constructed by Shanghai Obio Technology Company.

### In vivo experiments

In order to clarify the effect of GLCC1 in vivo, 4-week-old male BALB/c nude mice obtained from Experimental Animal Center of Shanghai laboratory animal center were used in our study. DLD-1 cells (1.0 × 10^7^ or 5 × 10^6^ cells for establishing GLCC1-overexpressing with c-Myc or HSP90 inhibition colorectal cancer xenograft model) were injected subcutaneously into the right flank of these mice to establish the colorectal cancer xenograft model. Ten days after subcutaneous inoculation, mice were randomly divided into different groups and were injected with PBS, control shRNA or GLCC1 shRNA by ways of multipoint intratumoral injection every other day for 14 days. Tumor volume (mm^3^) was estimated by the formula: tumor volume (mm^3^) =  shorter diameter^2^ × longer diameter/^2^. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Renji Hospital, School of Medicine, Shanghai Jiao Tong University.

### ChIP and high-throughput sequencing

For ChIP-Seq, chromatin was further sonicated to reduce size, and immunoprecipitated with c-Myc antibody. Library generation was performed using pooled ChIP DNA samples from three independent ChIP preparations using the Illumina protocol. Briefly, ChIP DNA fragment ends were repaired and phosphorylated using Klenow, T4 DNA polymerase and T4 polynucleotide kinase (Illumina kit components, USA). After ligation of Illumina adapters, DNA was size selected by gel purification and then PCR amplified using Illumina primers. Sequencing was performed at Genenergy Inc, Shanghai on an Illumina Hi-Seq 3000 machine. The FASTQ files were aligned to hg19 using Bowtie. Enriched regions were determined by the MACS program (http://liulab.dfci.harvard.edu/MACS/)^54^ with a default setting.

For RNA sequencing, GLCC1 siRNA were transfected into DLD-1 cells to verify the RNAi efficiency. Real-time PCR showed the expression of the GLCC1 was significantly decreased after GLCC1 siRNA transfection, compared with the control siRNA (Supplementary Fig. S2d, e). The data demonstrated that GLCC1 siRNA specifically and effectively downregulated GLCC1 expression. Therefore, we performed High-Throughput RNA sequencing after knockdown of GLCC1 in DLD-1 cells. For RNA sequencing of siRNA-infected DLD-1 cells, each sample was cleaned up on an RNeasy Mini Column (Qiagen, Limburg, Netherlands), treated with DNase, and analyzed for quality on an Agilent 2100 Bioanalyzer. Samples were on an Illumina HiSeq 3000 for 2 × 150-bp paired-end sequencing. The RNA-seq data analysis was performed according to the TopHat-HTSeq-DeSeq2 frame^55^. Briefly, reads were mapped to the human genome (hg19) using TopHat v2.0.11^56^ (http://tophat.cbcb.umd.edu) with the default options with a TopHat transcript index built from Ensembl_GRCh37. Count files of the aligned sequencing reads were generated by the htseq-count script from the Python package HTSeq with union mode, using the GTF annotation file^57^. The read counts from each sequenced sample were combined into a count file, which was subsequently used for the differential expression analysis. Differential analyses were performed to the count files using DESeq2 packages, following standard normalization procedures^58^. 

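The files list 56638 gene symbols, of which 25761 had no count in any library. Taking the rule as fewer than 5 counts summed over the 3 libraries of a condition, in both conditions, 33564 genes were removed and 23074 (40.7%) were kept. Keeping each gene with at least 1 count in any library left 30877 genes, and at least 10 counts in every library left 14604.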

Genes with <5 total counts in both conditions were removed from further analysis. The RNA sequence data have been deposited in NCBIs Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE119866.

### Statistical analysis

All statistical analyses were performed using R-3.0.2 (http://cran.r-project.org/bin/windows/base/old/3.0.2/). Date were examined whether they were normally distributed with the One-Sample Kolmogorov–Smirnov test. If the data were normally distributed and the variation between groups were comparable, the comparisons of measurement data between the two groups were performed using Student’ *t*-test. The comparisons among three or more groups were firstly performed by one-way analysis of variance (ANOVA) test if the variation between groups were comparable. If the results showed significant difference, the Student Newman Keuls analysis was used to test the difference between the two groups. For the clinicopathologic analysis, the Chi-square test or Fisher exact test (two-sided) were performed. The Kaplan–Meier method was used to estimate overall survival. The log-rank test was used to evaluate the differences between survival curves. All *p*-values were two-sided unless otherwise specified.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The high-throughput data are available in raw data accessible via GEO number: GSE119866, GSE132887, and GSE31737. The authors declare that all the other data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding author on reasonable request.

## References

[1] Global Burden of Disease Cancer C. (2017). Global, regional, and national cancer incidence, mortality, years of life lost, years lived with disability, and disability-adjusted life-years for 32 cancer groups, 1990 to 2015: a systematic analysis for the global burden of disease study. JAMA Oncol..

[2] Bhandari A, Woodhouse M, Gupta S (2017). Colorectal cancer is a leading cause of cancer incidence and mortality among adults younger than 50 years in the USA: a SEER-based analysis with comparison to other young-onset cancers. J. Invest. Med..

[3] Seymour MT (2011). Chemotherapy options in elderly and frail patients with metastatic colorectal cancer (MRC FOCUS2): an open-label, randomised factorial trial. Lancet.

[4] Carethers JM, Jung BH (2015). Genetics and genetic biomarkers in sporadic colorectal cancer. Gastroenterology.

[5] Siena S, Sartore-Bianchi A, Di Nicolantonio F, Balfour J, Bardelli A (2009). Biomarkers predicting clinical outcome of epidermal growth factor receptor-targeted therapy in metastatic colorectal cancer. J. Natl. Cancer Inst..

[6] Di Nicolantonio F (2008). Wild-type BRAF is required for response to panitumumab or cetuximab in metastatic colorectal cancer. J. Clin. Oncol..

[7] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[8] Helmlinger G, Sckell A, Dellian M, Forbes NS, Jain RK (2002). Acid production in glycolysis-impaired tumors provides new insights into tumor metabolism. Clin. Cancer Res..

[9] Kato Y (2013). Acidic extracellular microenvironment and cancer. Cancer Cell Int..

[10] Gatenby RA, Gillies RJ (2004). Why do cancers have high aerobic glycolysis?. Nat. Rev. Cancer.

[11] Satoh K (2017). Global metabolic reprogramming of colorectal cancer occurs at adenoma stage and is induced by MYC. Proc. Natl Acad. Sci. USA.

[12] Ou J (2014). Loss of abhd5 promotes colorectal tumor development and progression by inducing aerobic glycolysis and epithelial-mesenchymal transition. Cell Rep..

[13] Ponting CP, Oliver PL, Reik W (2009). Evolution and functions of long noncoding RNAs. Cell.

[14] Mercer TR, Dinger ME, Mattick JS (2009). Long non-coding RNAs: insights into functions. Nat. Rev. Genet..

[15] Kogo R (2011). Long noncoding RNA HOTAIR regulates polycomb-dependent chromatin modification and is associated with poor prognosis in colorectal cancers. Cancer Res..

[16] Zhang X (2010). Maternally expressed gene 3, an imprinted noncoding RNA gene, is associated with meningioma pathogenesis and progression. Cancer Res..

[17] Lai MC (2012). Long non-coding RNA MALAT-1 overexpression predicts tumor recurrence of hepatocellular carcinoma after liver transplantation. Med Oncol..

[18] Yang F (2012). Up-regulated long non-coding RNA H19 contributes to proliferation of gastric cancer cells. FEBS J..

[19] Sun TT (2016). LncRNA GClnc1 promotes gastric carcinogenesis and may act as a modular scaffold of WDR5 and KAT2A complexes to specify the histone modification pattern. Cancer Discov..

[20] Yang F, Zhang H, Mei Y, Wu M (2014). Reciprocal regulation of HIF-1alpha and lincRNA-p21 modulates the Warburg effect. Mol. Cell.

[21] Zheng X (2017). LncRNA wires up Hippo and Hedgehog signaling to reprogramme glucose metabolism. EMBO J..

[22] Xiang JF (2014). Human colorectal cancer-specific CCAT1-L lncRNA regulates long-range chromatin interactions at the MYC locus. Cell Res..

[23] Zheng HT (2014). High expression of lncRNA MALAT1 suggests a biomarker of poor prognosis in colorectal cancer. Int J. Clin. Exp. Pathol..

[24] Hirayama A (2009). Quantitative metabolome profiling of colon and stomach cancer microenvironment by capillary electrophoresis time-of-flight mass spectrometry. Cancer Res..

[25] Fu LN (2018). Role of JMJD2B in colon cancer cell survival under glucose-deprived conditions and the underlying mechanisms. Oncogene.

[26] Zhang J (2012). Measuring energy metabolism in cultured cells, including human pluripotent stem cells and differentiated cells. Nat. Protoc..

[27] Ong SE (2002). Stable isotope labeling by amino acids in cell culture, SILAC, as a simple and accurate approach to expression proteomics. Mol. Cell Proteom..

[28] Wang T, Gu S, Ronni T, Du YC, Chen X (2005). In vivo dual-tagging proteomic approach in studying signaling pathways in immune response. J. Proteome Res..

[29] Garcia-Carbonero R, Carnero A, Paz-Ares L (2013). Inhibition of HSP90 molecular chaperones: moving into the clinic. Lancet Oncol..

[30] Pearl LH, Prodromou C, Workman P (2008). The Hsp90 molecular chaperone: an open and shut case for treatment. Biochem J..

[31] Whitesell L, Lindquist SL (2005). HSP90 and the chaperoning of cancer. Nat. Rev. Cancer.

[32] Liu YV (2007). RACK1 competes with HSP90 for binding to HIF-1alpha and is required for O(2)-independent and HSP90 inhibitor-induced degradation of HIF-1alpha. Mol. Cell.

[33] Paul I, Ahmed SF, Bhowmik A, Deb S, Ghosh MK (2013). The ubiquitin ligase CHIP regulates c-Myc stability and transcriptional activity. Oncogene.

[34] Peng Y, Chen L, Li C, Lu W, Chen J (2001). Inhibition of MDM2 by hsp90 contributes to mutant p53 stabilization. J. Biol. Chem..

[35] Gordan JD, Thompson CB, Simon MC (2007). HIF and c-Myc: sibling rivals for control of cancer cell metabolism and proliferation. Cancer Cell.

[36] Banerji U (2005). Phase I pharmacokinetic and pharmacodynamic study of 17-allylamino, 17-demethoxygeldanamycin in patients with advanced malignancies. J. Clin. Oncol..

[37] Welcker M (2004). The Fbw7 tumor suppressor regulates glycogen synthase kinase 3 phosphorylation-dependent c-Myc protein degradation. Proc. Natl Acad. Sci. USA.

[38] Kim D (2017). Deubiquitinating enzyme USP22 positively regulates c-Myc stability and tumorigenic activity in mammalian and breast cancer cells. J. Cell Physiol..

[39] Sacco JJ, Coulson JM, Clague MJ, Urbe S (2010). Emerging roles of deubiquitinases in cancer-associated pathways. IUBMB Life.

[40] Popov N (2007). The ubiquitin-specific protease USP28 is required for MYC stability. Nat. Cell Biol..

[41] Doherty JR, Cleveland JL (2013). Targeting lactate metabolism for cancer therapeutics. J. Clin. Invest..

[42] Shim H (1997). c-Myc transactivation of LDH-A: implications for tumor metabolism and growth. Proc. Natl Acad. Sci. USA.

[43] Ooi CH (2009). Oncogenic pathway combinations predict clinical prognosis in gastric cancer. PLoS Genet..

[44] Deng N (2012). A comprehensive survey of genomic alterations in gastric cancer reveals systematic patterns of molecular exclusivity and co-occurrence among distinct therapeutic targets. Gut.

[45] Wang P (2014). The STAT3-binding long noncoding RNA lnc-DC controls human dendritic cell differentiation. Science.

[46] Li Z (2018). The LINC01138 drives malignancies via activating arginine methyltransferase 5 in hepatocellular carcinoma. Nat. Commun..

[47] Janssen AM (2000). Superoxide dismutases in gastric and esophageal cancer and the prognostic impact in gastric cancer. Clin. Cancer Res..

[48] Warburg O. (1956). On the Origin of Cancer Cells. Science.

[49] Shevchenko A, Tomas H, Havlis J, Olsen JV, Mann M (2006). In-gel digestion for mass spectrometric characterization of proteins and proteomes. Nat. Protoc..

[50] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[51] Cox J (2011). Andromeda: a peptide search engine integrated into the MaxQuant environment. J. Proteome Res..

[52] Xiong H (2012). Roles of STAT3 and ZEB1 proteins in E-cadherin down-regulation and human colorectal cancer epithelial-mesenchymal transition. J. Biol. Chem..

[53] Uyama N (2006). Hepatic stellate cells express synemin, a protein bridging intermediate filaments to focal adhesions. Gut.

[54] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[55] Anders S (2013). Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. Nat. Protoc..

[56] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[57] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[58] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. **15**, 550 (2014).10.1186/s13059-014-0550-8PMC430204925516281

# Supplementary material for: LncRNA GLCC1 promotes colorectal carcinogenesis and glucose metabolism by stabilizing c-Myc
**Source:** Nat Commun. 2019 Aug 2;10:3499. doi: 10.1038/s41467-019-11447-8
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY MATERIAL

---

### Supplementary figures

|                                                                                                              |    |
|--------------------------------------------------------------------------------------------------------------|----|
| Supplementary figure 1. LncRNA candidate AF339830 is clinically relevant in colorectal cancer.               | 1  |
| Supplementary figure 2. LncGLCC1 is an oncogenic lncRNA in colorectal cancer.                                | 3  |
| Supplementary figure 3. LncGLCC1-induced cell survival depends on glycolytic metabolism.                     | 4  |
| Supplementary figure 4. LncGLCC1 interacts with HSP90 and regulate the stability of c-Myc.                   | 5  |
| Supplementary figure 5. C-Myc participate in the biological function of LncGLCC1 in CRC cells                | 6  |
| Supplementary figure 6. LncGLCC1 coordinates the localization of c-Myc genome-wide                           | 7  |
| Supplementary figure 7. Uncropped scans of western blots or PCR gel presented in Figure 4c-4h.               | 8  |
| Supplementary figure 8. Uncropped scans of western blots presented in Figure 4j-4n.                          | 9  |
| Supplementary figure 9. Uncropped scans of western blots or PCR gel presented in Figure 6.                   | 10 |
| Supplementary figure 10. Uncropped scans of western blots or PCR gel presented in Supplementary Figure 1-4f. | 11 |
| Supplementary figure 11. Uncropped scans of western blots presented in Supplementary Figure 4g-5a.           | 12 |

### Supplementary tables

|                                                             |    |
|-------------------------------------------------------------|----|
| Supplementary Table 1. SiRNA sequences.                     | 13 |
| Supplementary Table 2. All primers for real-time PCR assay. |    |

Supplementary Fig.1

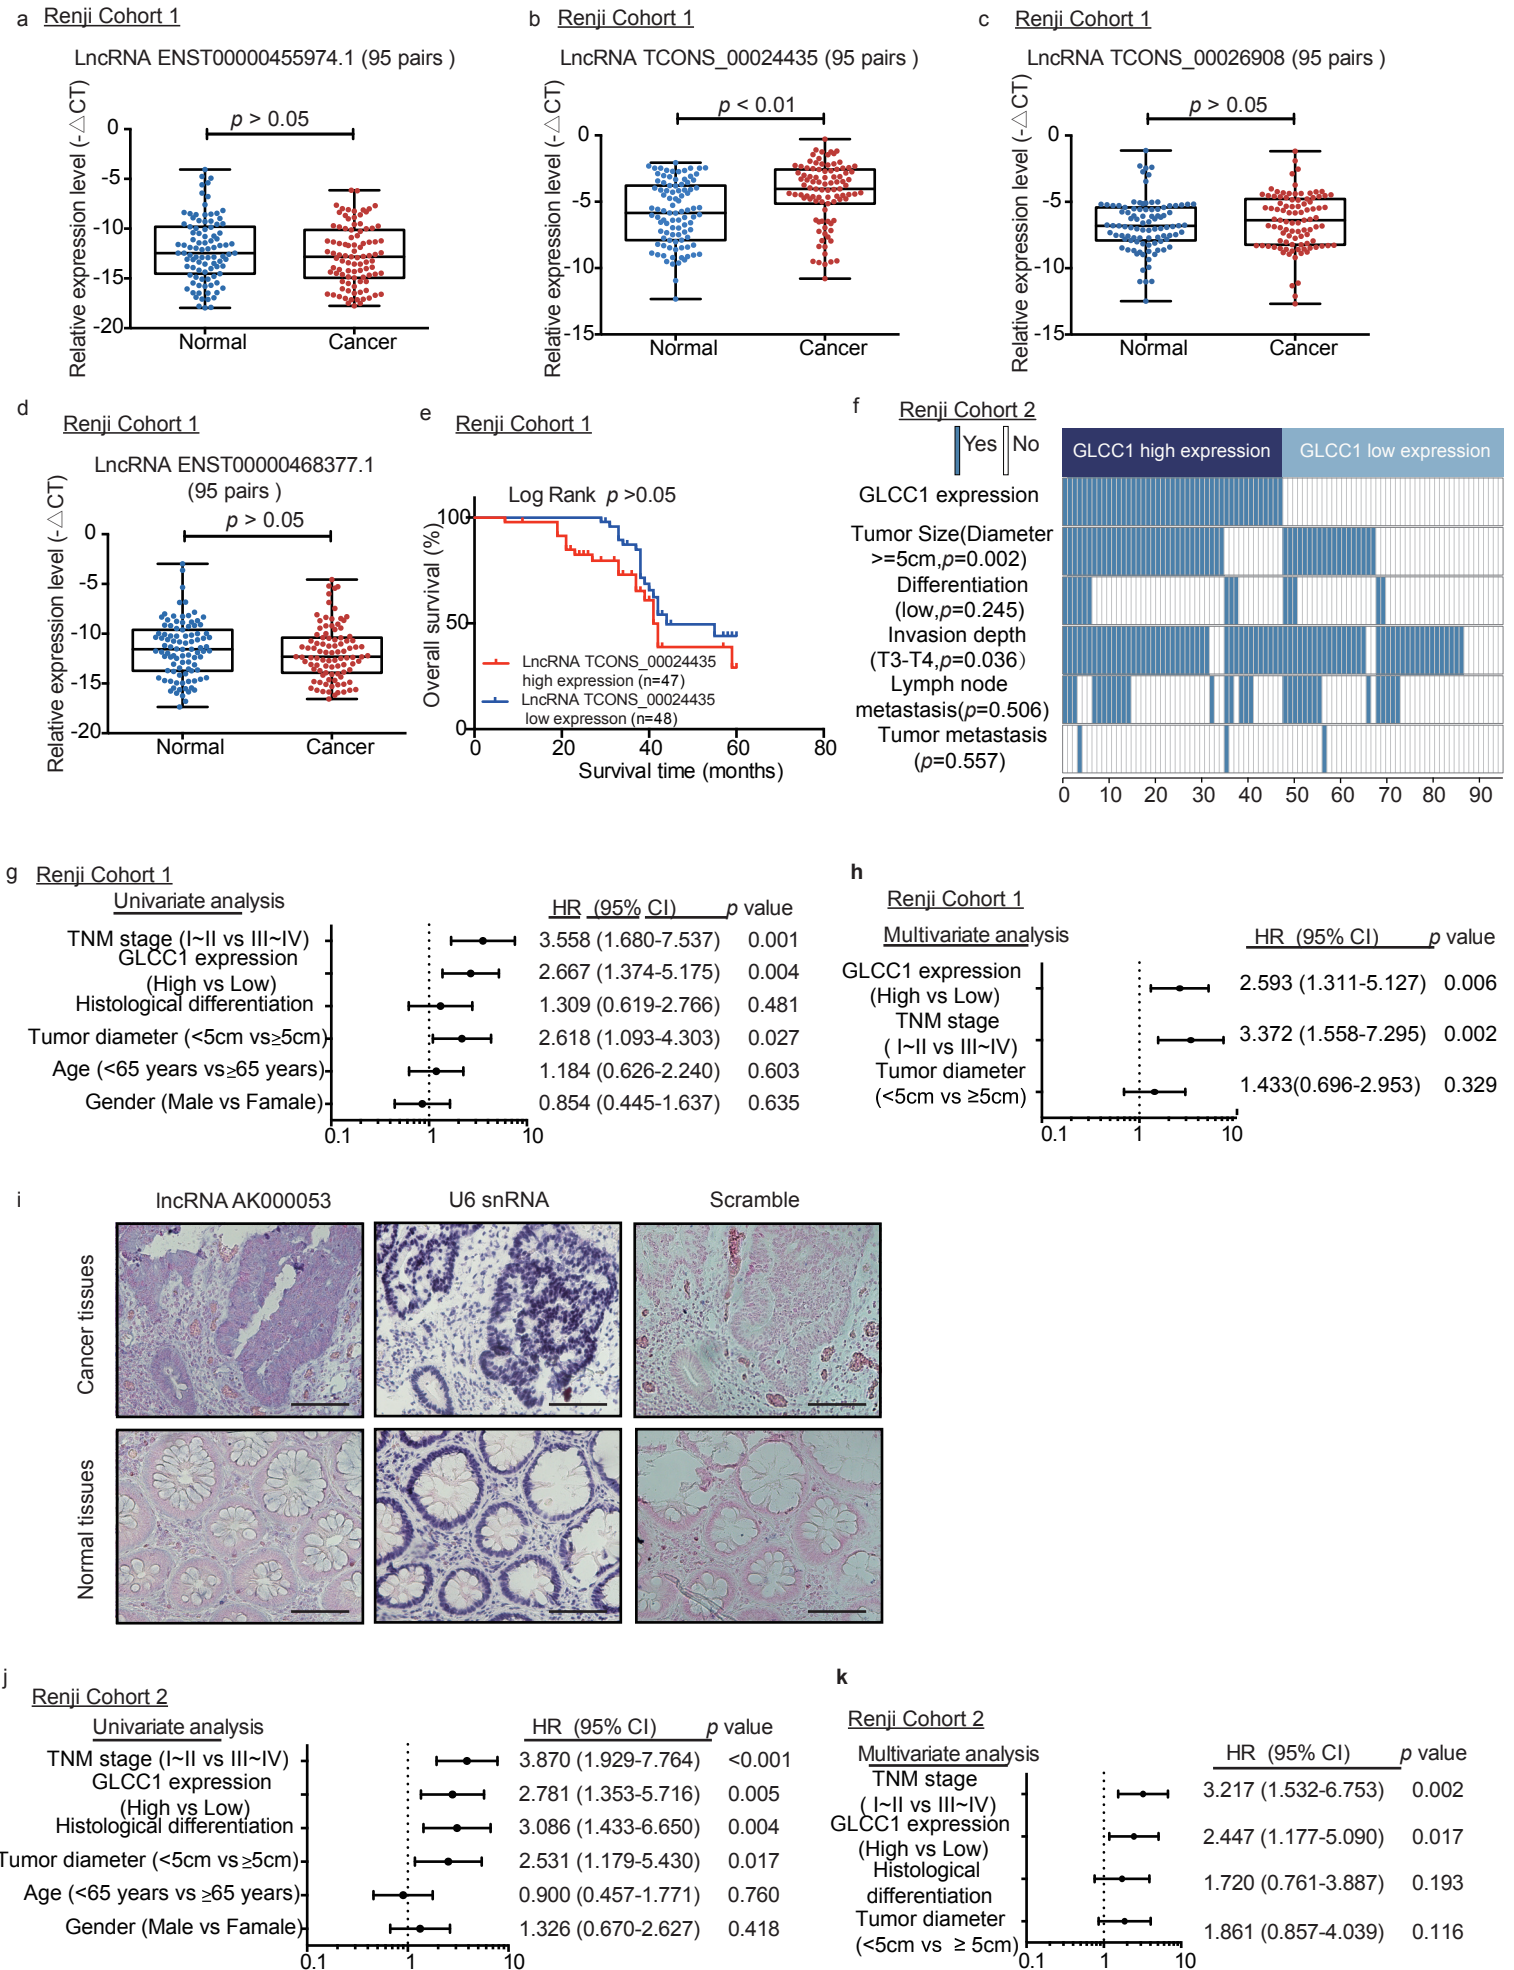

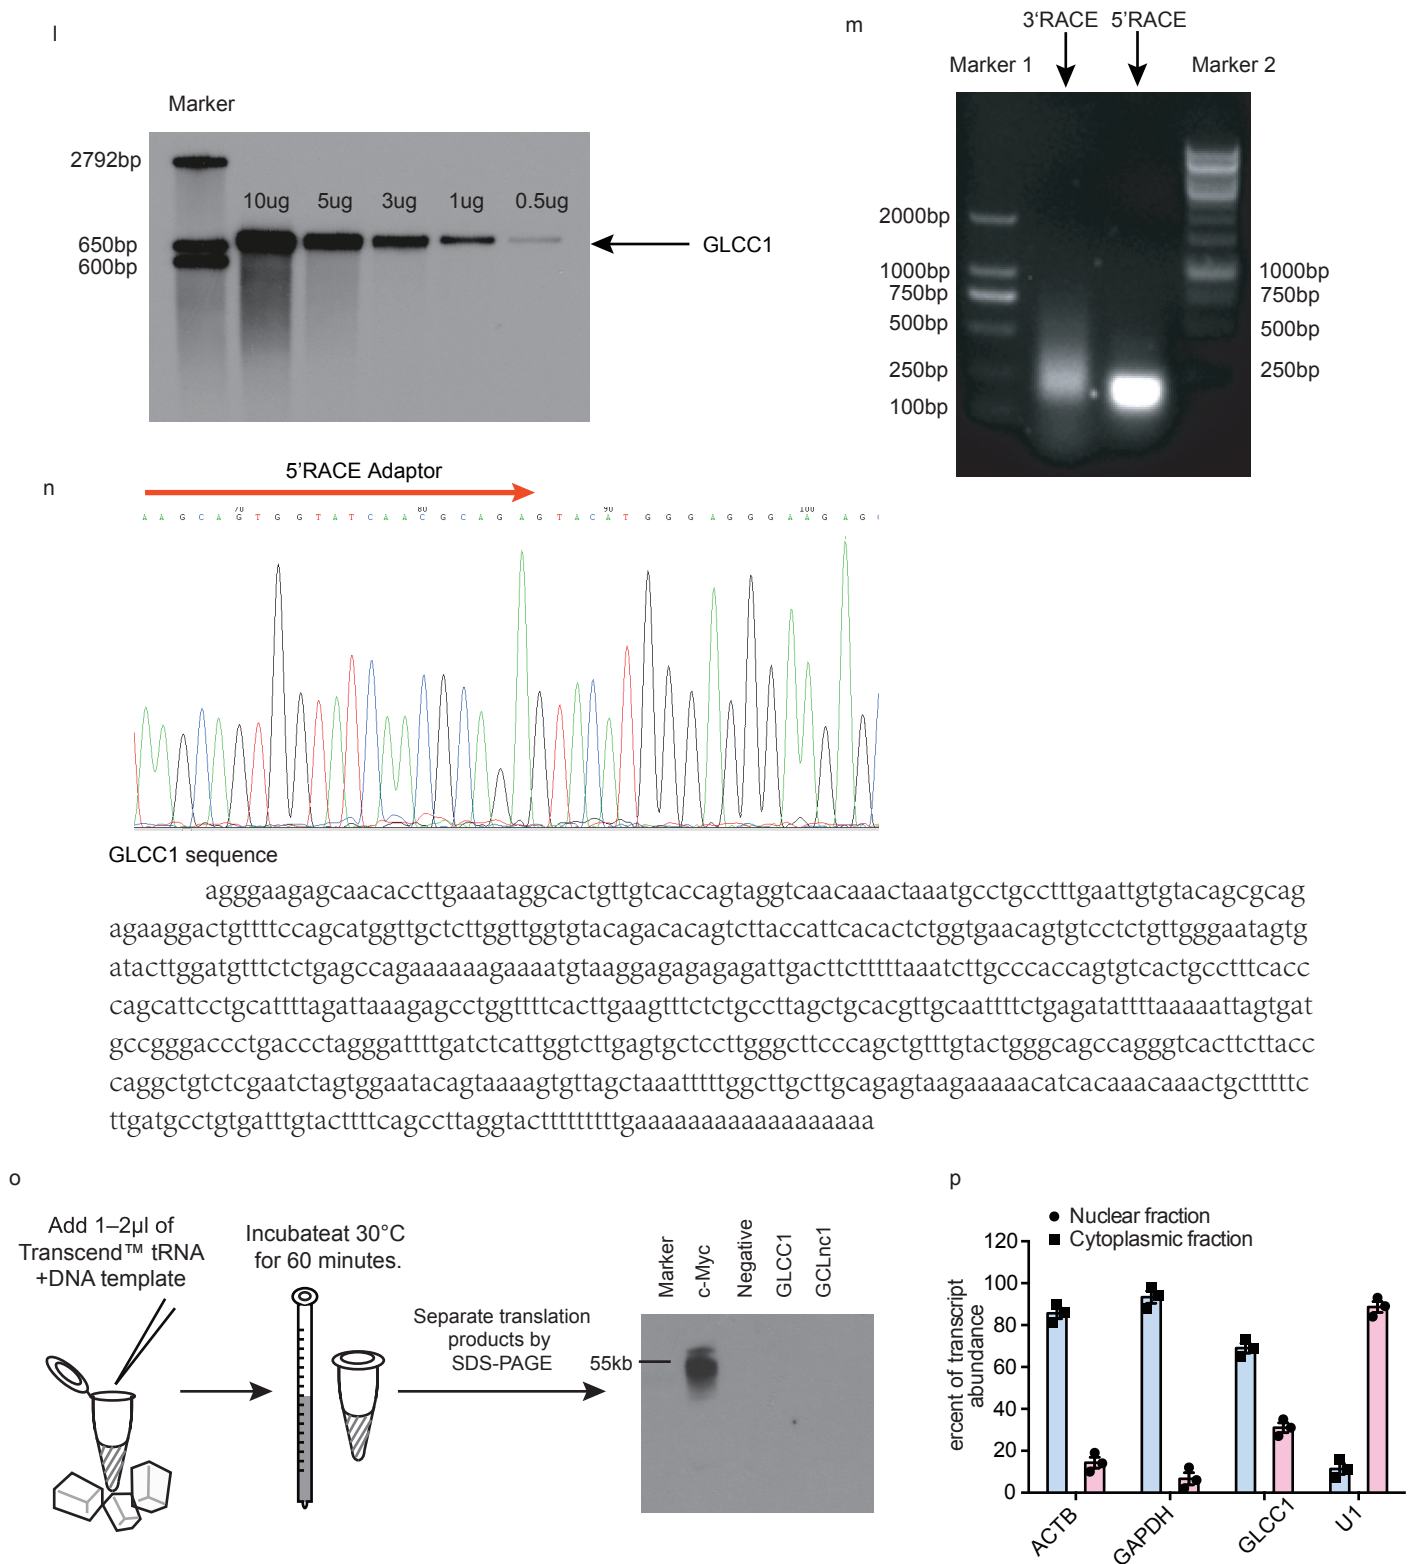

### Supplementary Fig.1 LncRNA candidate AF339830 is clinically relevant in colorectal cancer

a-d. Statistical analysis of lncRNA ENST00000455974.1, TCONS\_00024435, TCONS\_00026908 and ENST00000468377.1 expression in 95 pairs of colorectal cancer and normal tissues (cohort 1, paired t test). e. Survival was analyzed and compared between patients with low and high levels of lncRNA TCONS\_00024435 in 95 patients with colorectal cancer (cohort 1), log-rank test. f. Comparing different tumor size, differentiation and TNM stage between GLCC1 high-expression and lncGLCC1 low-expression tumors of cohort 2. The heatmap illustrates the association of different clinical characters with GLCC1 high and low-expression tumors. Statistical significance was performed by the  $\chi^2$  test. g-h. Univariate analysis (g) and multivariate analysis (h) of GLCC1 were performed in cohort 1. All the bars correspond to 95% confidence intervals. i. Representative images of different RNA expression in colorectal cancer and adjacent colorectal tissues using ISH. lncRNA AK000053 serves as positive control. U6 snRNA serves as methodologically positive control and Scramble snRNA serves as negative control. The purple staining represents positive signal. The red color means nuclear staining and represents negative signal. Scale bar indicates 100µm. j-k. Univariate analysis(j) and multivariate analysis(k) of GLCC1 were performed in cohort 2. All the bars correspond to 95% confidence intervals. l. Expression of GLCC1 in DLD-1 cells was quantified by Northern blotting. m. Representative image of PCR products from the 5'-Race and 3'-Race are shown. n. Representative image of the sequence of 5'-Race PCR products of GLCC1 are shown. An arrow marks the boundary between the universal anchor primer and GLCC1. The GLCC1 sequence is shown at the bottom. o. In vitro translation assays for GLCC1. The transcript of GLCC1 was cloned and tested for protein coding capacity using an in vitro translation assay. C-Myc is used as a positive control. GLnc1 and water serve as negative controls. GLCC1 transcript does not generate a protein in this assay. p. Expression of GLCC1 in cytoplasmic and nuclear fractionations of colorectal cancer cells. U1 RNA serves as a positive control for nuclear gene expression. Data are presented as the mean  $\pm$  SE.

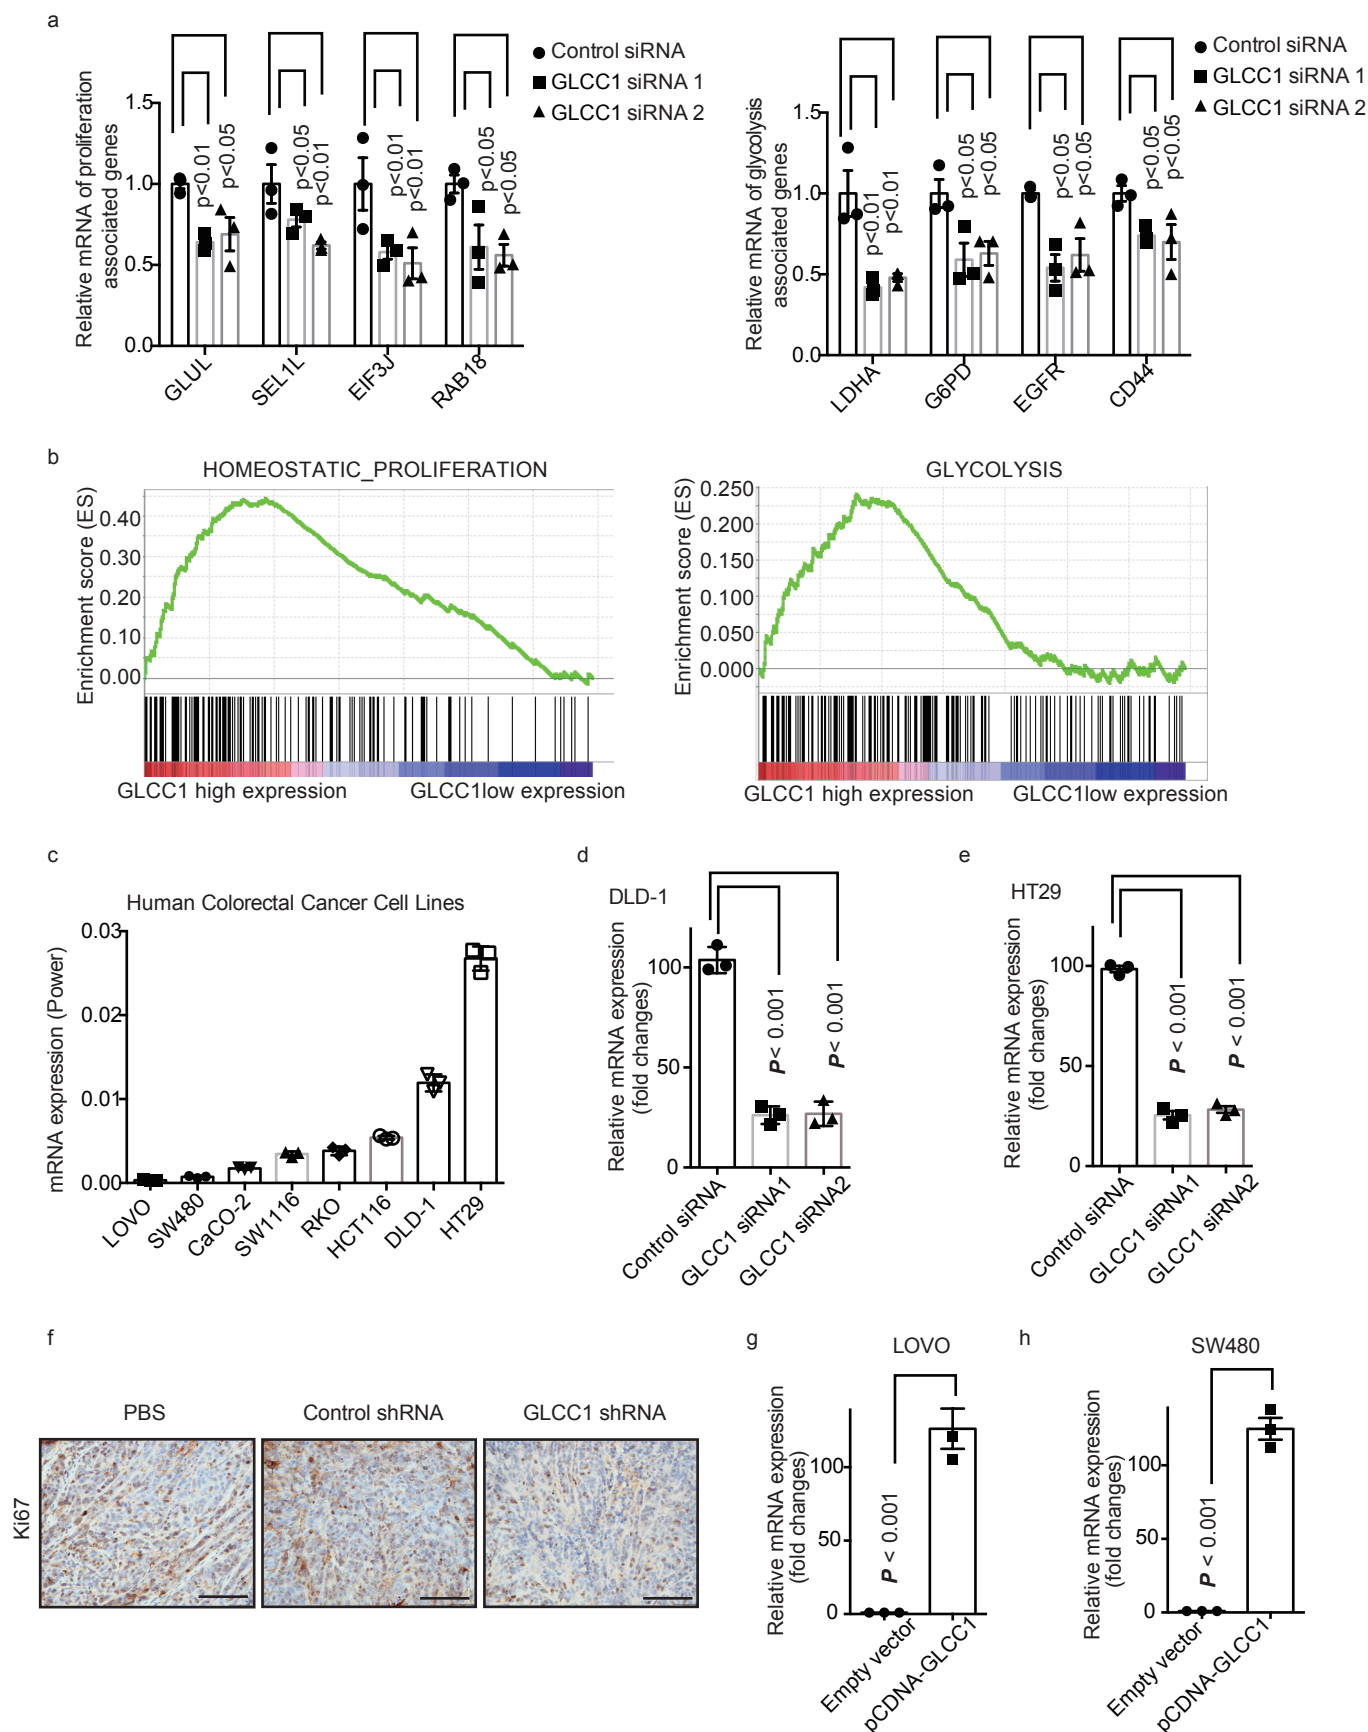

**Supplementary Fig. 2 GLCC1 is an oncogenic lncRNA in colorectal cancer.**

a. The mRNA levels of the tumorigenesis and glycolysis related genes were measured in colorectal cells after transfection of GLCC1 siRNAs1/2 or control siRNA.  $n = 3$ . b. Overview of GSEA used to identify the differential gene profiles between high GLCC1 expression and low GLCC1 expression colorectal tissues in GEO31737 set. c. GLCC1 expression was quantified by real-time PCR in different colorectal cells.  $n = 3$ . d-e. The downregulation efficiency of GLCC1 siRNA1/2 was confirmed in DLD-1 (d) and HT29 (e) cells. f. The representative IHC staining image of Ki67 in the three groups of xenografts is shown. Scale bar indicates 100µm. g-h. The upregulation efficiency of lncGLCC1 overexpression plasmid was confirmed in LoVo (g) and HT29 (h) cells. Data in c-e, g-h are presented as the mean  $\pm$  SE. P-values were calculated by One-way ANOVA followed by SNK multiple comparison test.

Supplementary Fig. 3

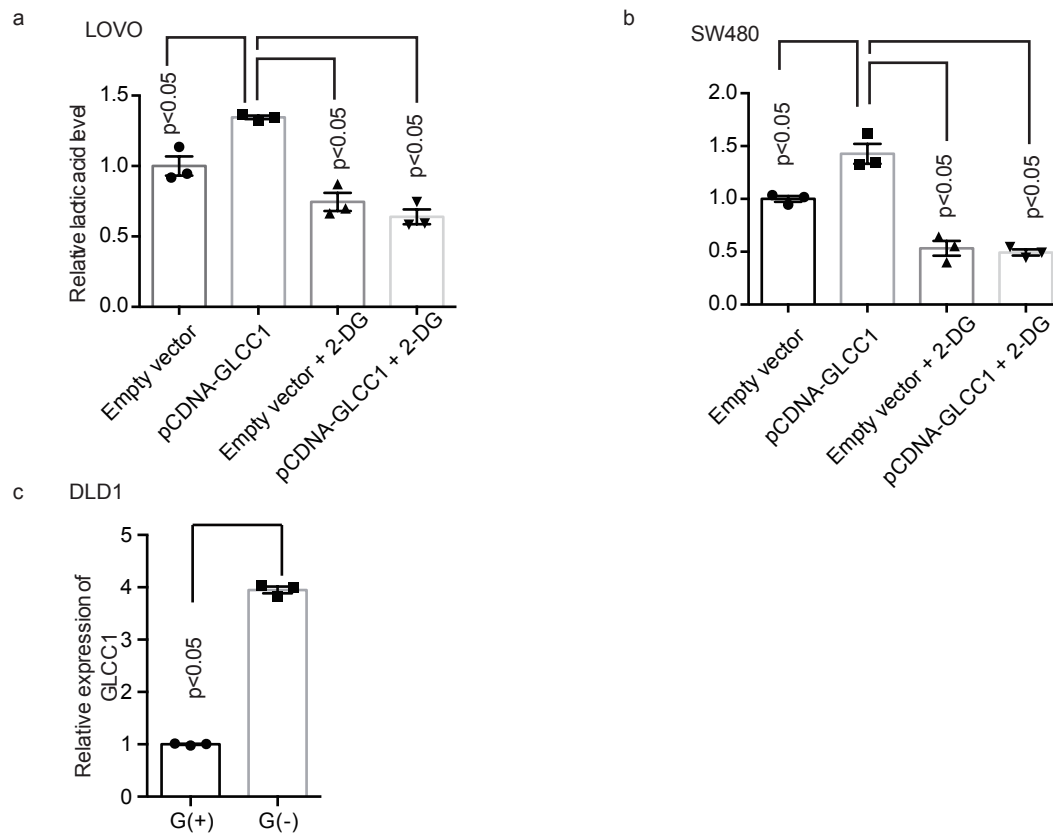

**Supplementary Fig.3 GLCC1-induced cell survival depends on glycolytic metabolism**

a-b. The relative lactic acid level was detected in LoVo (a) and SW480 (b) cells upon transfected with control plasmid, GLCC 1 overexpression plasmid, 2-DG, 2-DG and GLCC1 overexpression plasmid (n = 3). 2-DG, 2-deoxyglucose. c. Real time PCR was performed to detect GLCC1 expression with or without glucose treatment. Data are presented as the mean  $\pm$  SE. P-values were calculated by One-way ANOVA followed by SNK multiple comparison test.

Supplementary Fig. 4

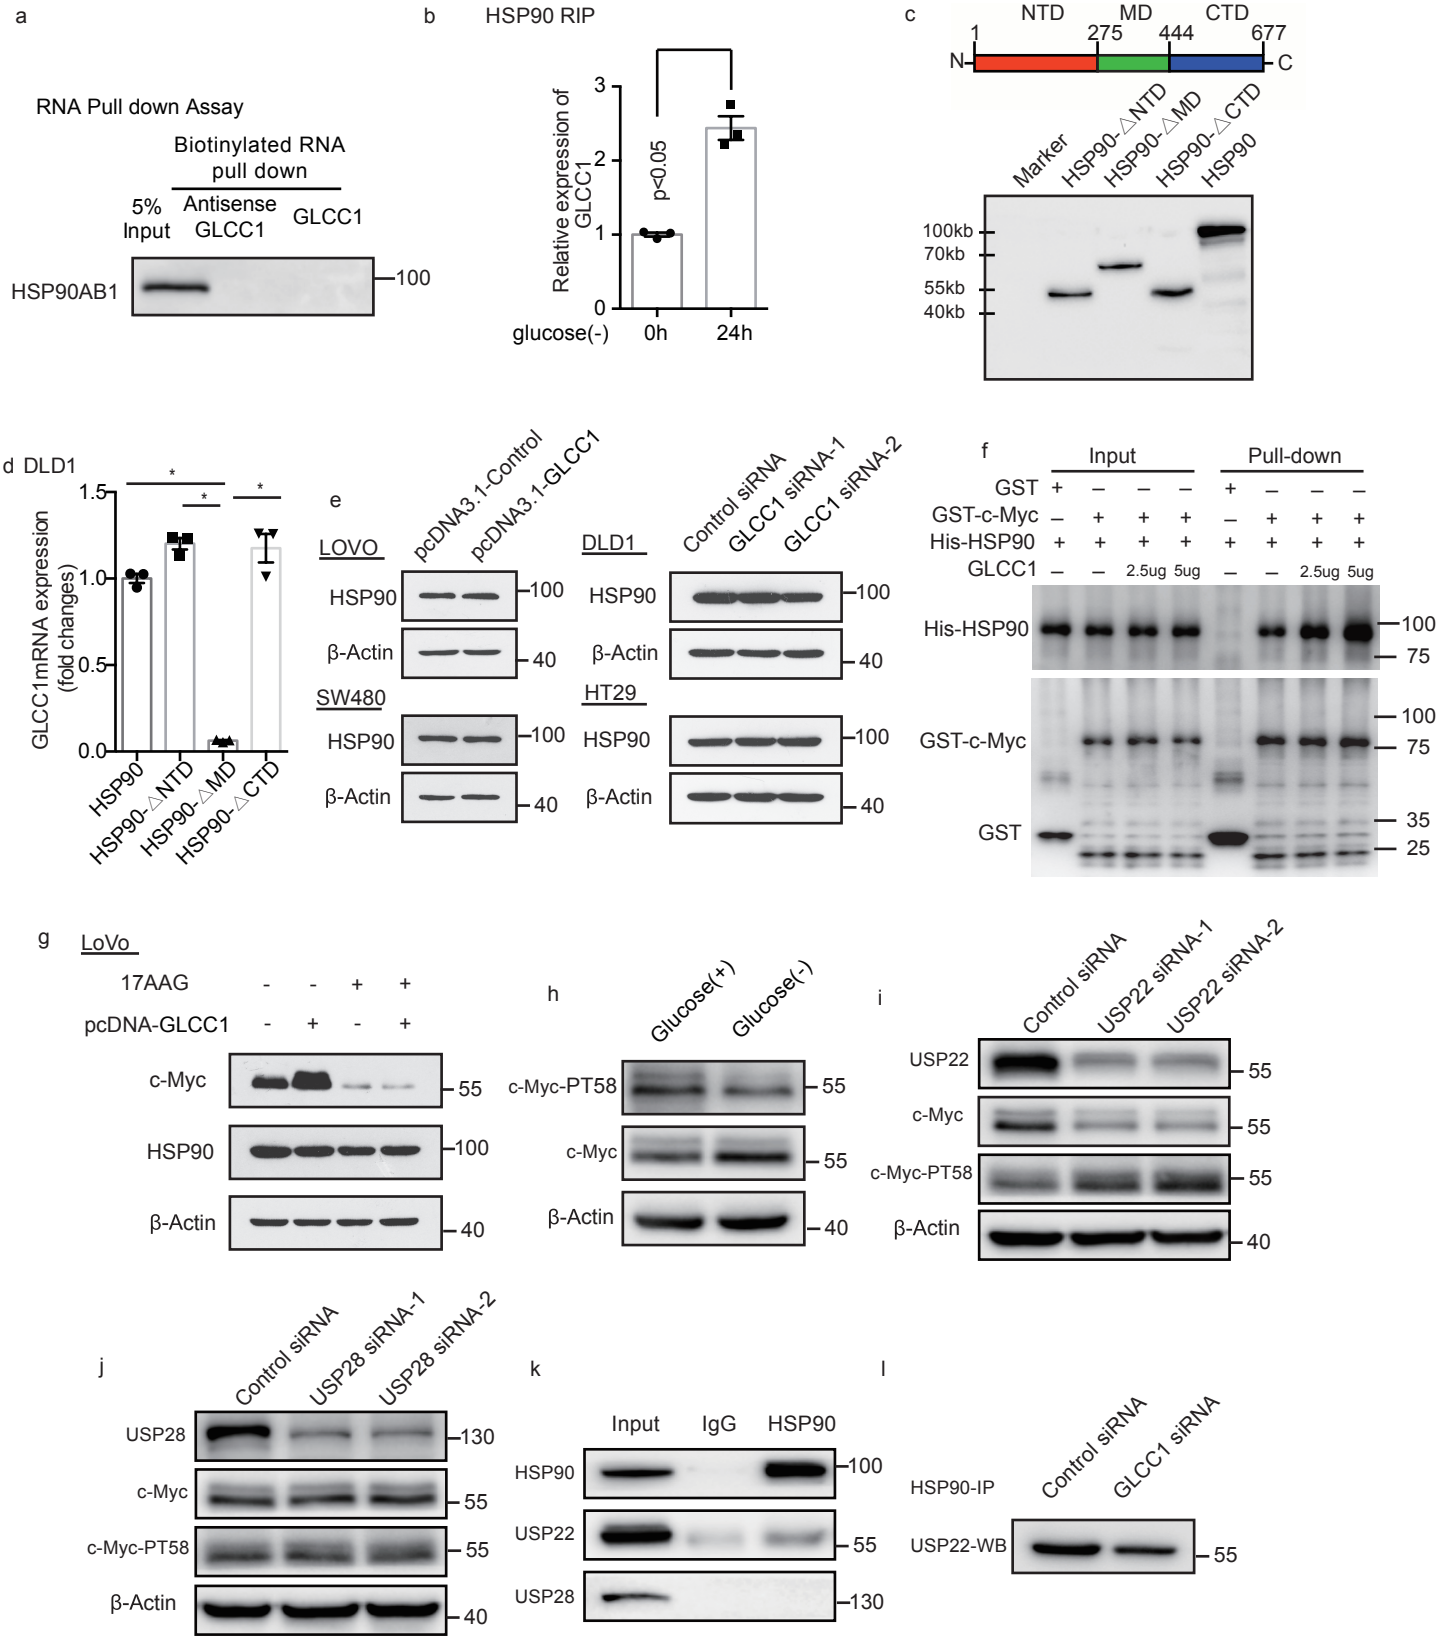

**Supplementary Fig. 4 lncGLCC1 interacts with HSP90 and regulate the stability of c-Myc**

a. Western blot of HSP90AB1 from lncGLCC1 pull-down assays are shown. b. Real time PCR was performed to detect GLCC1 expression after RIP assay in response to glucose starving or no treatment. log-rank test. c. Western blot assay was performed to detect different truncated-HSP90 expression in DLD-1 cells. d. Real time PCR assay was performed to detect the binding efficiency between different mutated HSP90 protein with lncRNA GLCC1 in RIP assay. P-values were calculated by One-way ANOVA followed by SNK multiple comparison test.  $*p < 0.05$ . e. Western blot of HSP90 from control and lncGLCC1 overexpression plasmid in LoVo and SW480 cells (left panel). Western blot of HSP90 from control and lncGLCC1 siRNA1/2 transfection in HT29 and DLD-1 cells (right panel). f. GST pull-down assay was performed to measure the interaction between c-MYC with HSP90 (HSP90AA1). g. Western blot of c-Myc and HSP90 expression in different treatment group in LoVo cells. h. Western blot assay was used to detect pT58-c-Myc and c-Myc expression after different treatment. i. Western blot assays were performed to detect USP22, MYC and MYC-PT58 expressions with USP22 siRNA transfection in DLD1 CRC cells. j. Western blot assays were performed to detect USP28, MYC and MYC-PT58 expressions with USP28 siRNA transfection in DLD1 CRC cells. k. Co-immunoprecipitation detected the interaction of HSP90 and USP22 in the DLD-1 cells. l. Co-immunoprecipitation detected the interaction of HSP90 and USP22 in the DLD-1 cells transfected with control siRNA or GLCC1 siRNA. Data in b and d are presented as the mean  $\pm$  SE.

**Supplementary Fig. 5**

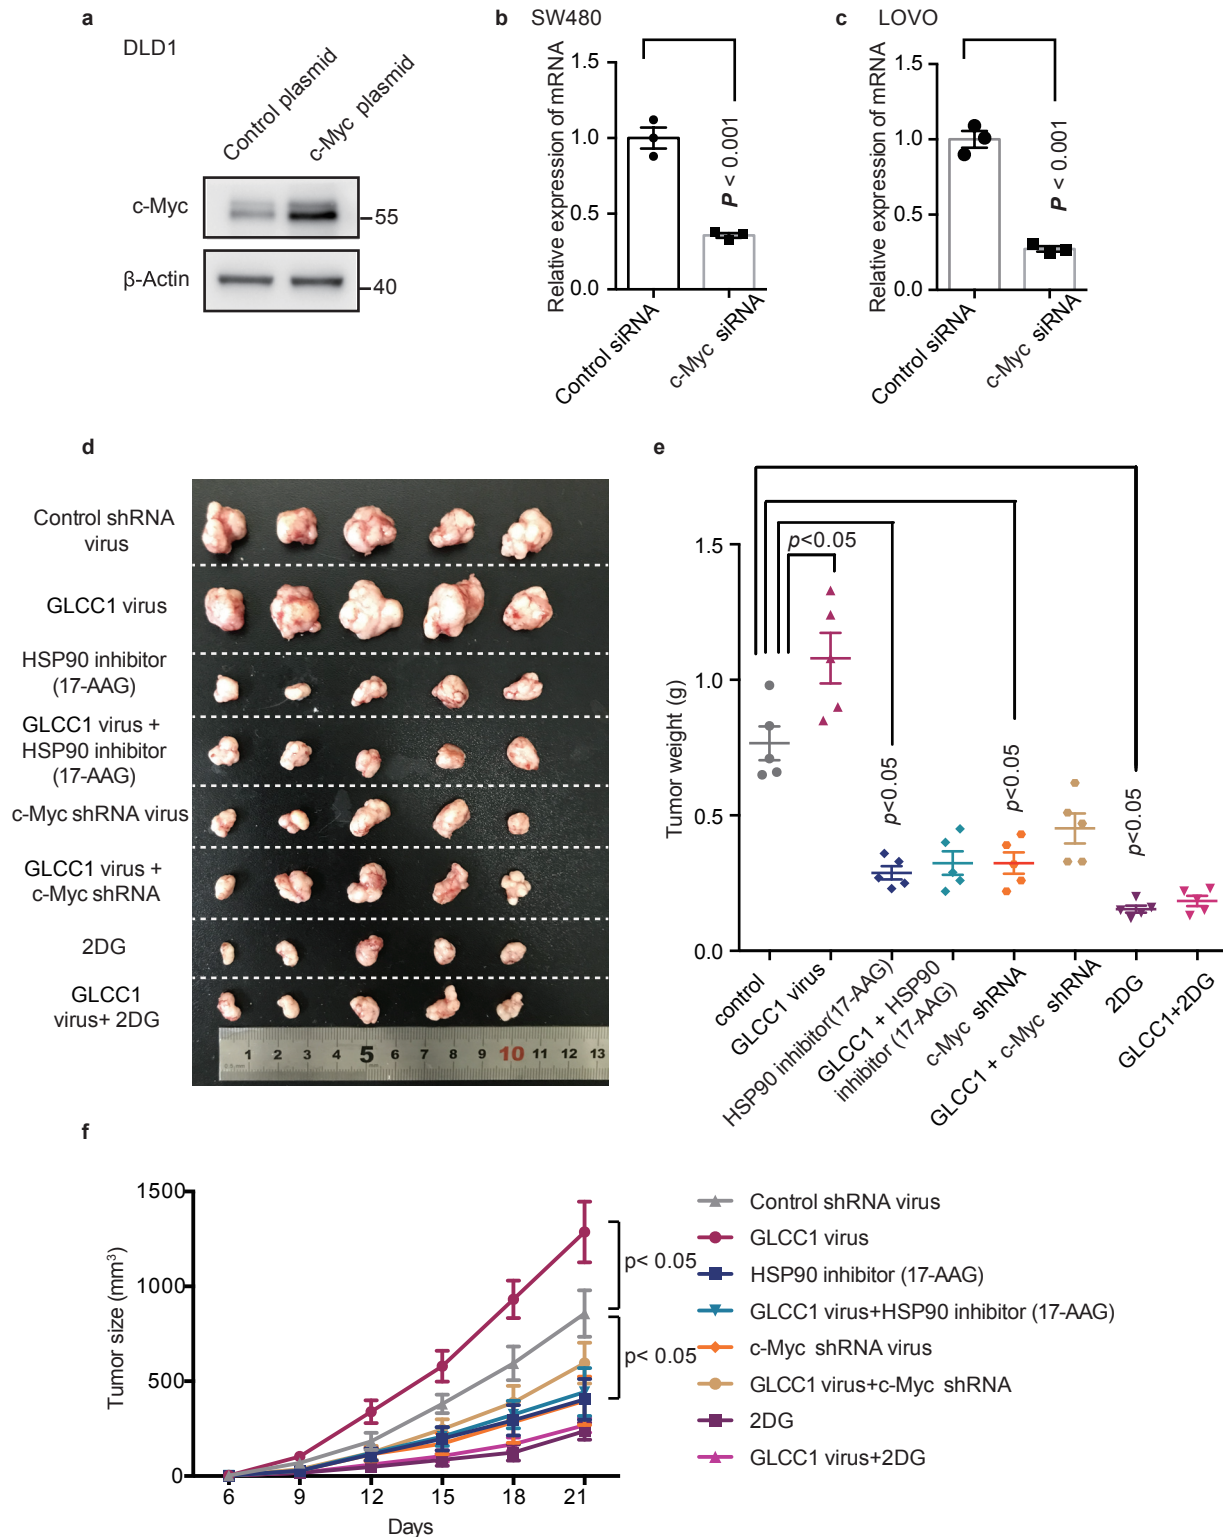

**Supplementary Fig. 5 C-Myc participate in the biological function of GLCC1 in CRC cells**

a. The overexpression efficiency of MYC plasmid in DLD1 cells was confirmed by western blot. b-c. The downregulation efficiency of MYC siRNA in SW480 (b) and LoVo (c) cells was confirmed by real-time PCR. d. Representative data of tumors in xenograft model was shown after injection of control shRNA adenovirus, GLCC1 overexpressing adenovirus, HSP90 inhibitor (17AAG), GLCC1 overexpressing adenovirus and inhibitor (17AAG), MYC shRNA adenovirus, GLCC1 overexpressing adenovirus and MYC shRNA adenovirus, 2-DG, GLCC1 overexpressing adenovirus and 2-DG,  $n = 5$ . e. Tumor volume was measured in the xenograft mouse model after different treatments.  $n = 5$ . f. Tumor weight was measured in mice after different treatments.  $n = 5$ . Data are presented as the mean  $\pm$  SE. P-values were calculated by One-way ANOVA followed by SNK multiple comparison test.

Supplementary Fig. 6

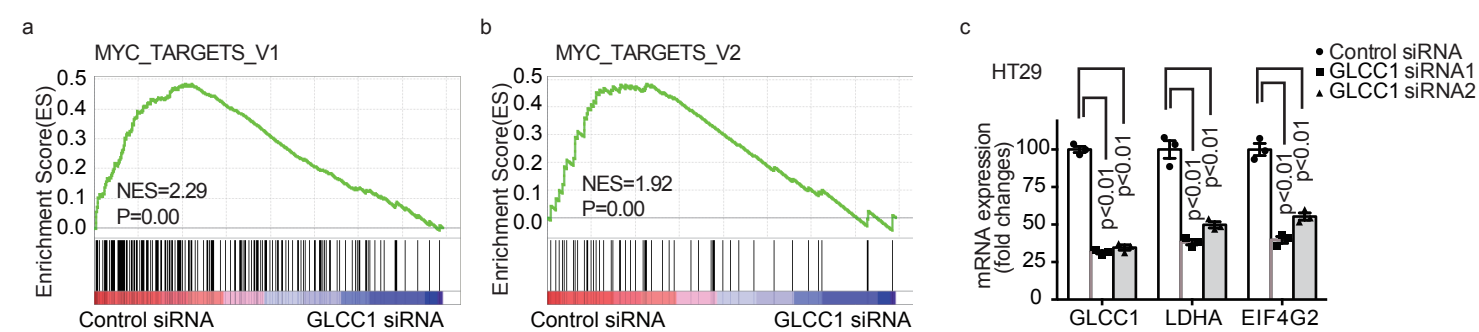

**Supplementary Fig.6 GLCC1 coordinates the localization of c-Myc genome-wide**

a-b. Overview of GSEA used to identify the differential gene profiles between GLCC1 siRNA transfection colorectal cancer cells and controls.

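The files behind the GSEA plots of c-Myc target genes were not used here, and a list of c-Myc target genes written by hand before the data were examined stood in for them. Its 43 tested members had a median log2 fold change of -0.28 in the libraries labelled GLCC1 siRNA, against 0.03 for all genes tested. Of these genes, 31 fell, 19 of them with an adjusted p under 0.05, and 6 rose with an adjusted p under 0.05. The camera test of limma gave an adjusted p = 8.1e-04. With library totals as the only normalization the median of the list was -0.16, where that of all genes was 0.15. With the correlation between genes estimated from the libraries, the adjusted p was 0.23. LDHA and EIF4G2, which the paper draws from these same data, are on the list. Without the 7 members whose 3′ UTR carries a word for the seed of siRNA 1, these genes among them, the median was -0.26. Removing 7 of 43 genes can move a median only little. DDX18 had a log2 fold change of -1.42 (standard error 0.10, adjusted p = 4.9e-07) and its 3′ UTR carries a word for the seed of siRNA 1. ODC1 had one of -0.67 (standard error 0.08, adjusted p = 4.5e-05), whereas NOLC1 rose by 1.48 on the log2 scale (standard error 0.08, adjusted p = 4.3e-08).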

c. Real-time PCR of target genes were performed in HT-29 cells after transfection of GLCC1 siRNA1/2; n = 3. Data are presented as the mean  $\pm$  SE. P-values were calculated by One-way ANOVA followed by SNK multiple comparison test.

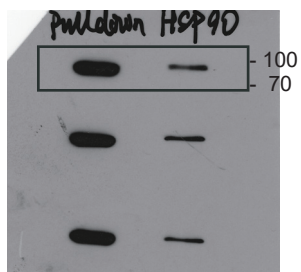

Fig4c HSP90

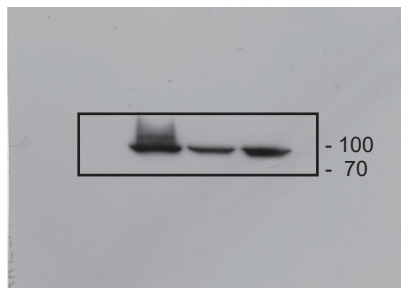

Fig4d HSP90

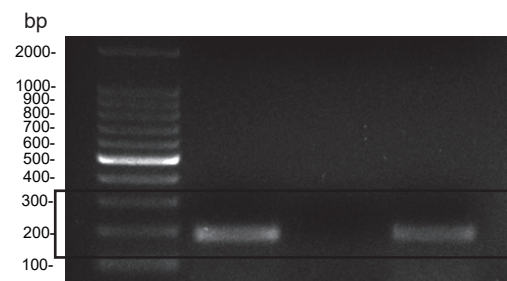

Fig4e GLCC1 (PCR gel)

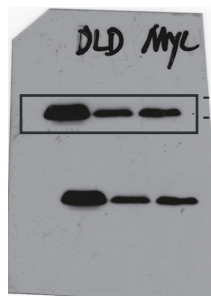

Fig4f MYC (DLD-1)

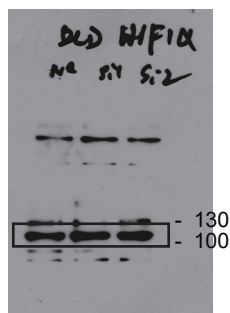

Fig4f HIF-1a (DLD-1)

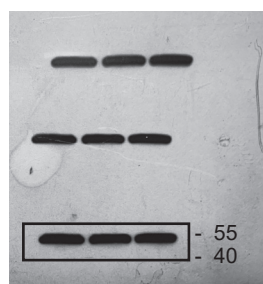

Fig4f p53 (DLD-1)

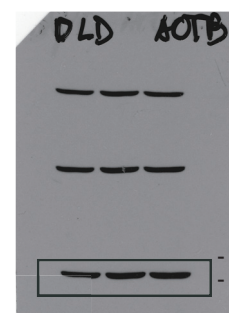

Fig4f β-Actin (DLD-1)

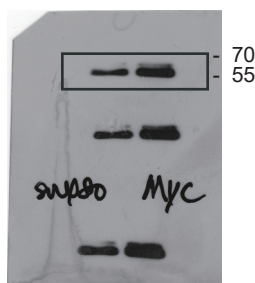

Fig4g MYC (SW480)

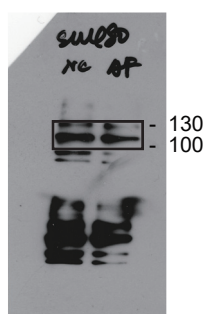

Fig4g HIF-1a (SW480)

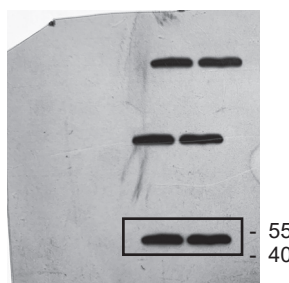

Fig4g p53 (SW480)

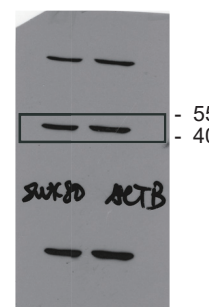

Fig4g β-Actin (SW480)

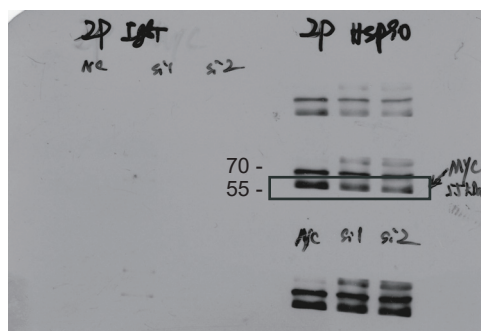

Fig4i MYC (IP HSP90)

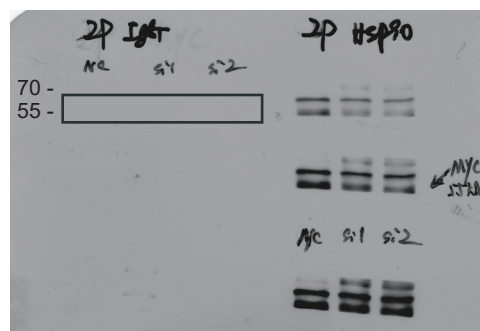

Fig4i MYC (IP IgG)

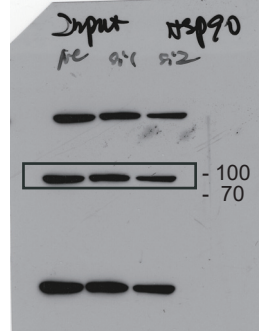

Fig4i HSP90 (Input)

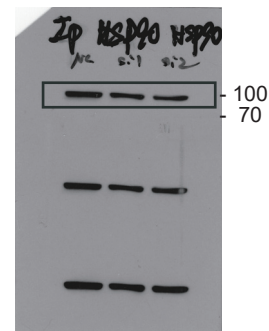

Fig4i HSP90 (IP HSP90)

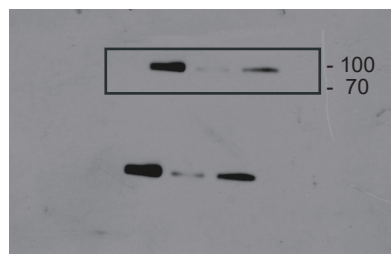

Fig4h HSP90

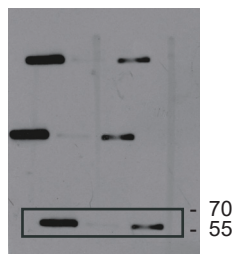

Fig4h MYC

**Supplementary Figure 7.**Uncropped scans of western blots or PCR gel presented in Figure 4c-4h.

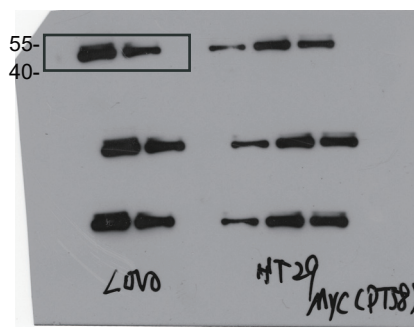

Fig4j pMYC (LoVo)

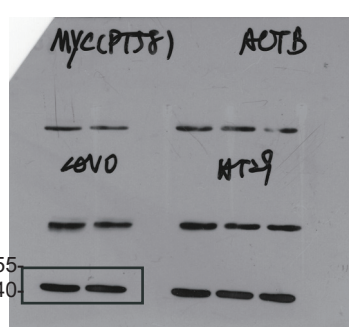

Fig4jβ-Actin (LoVo)

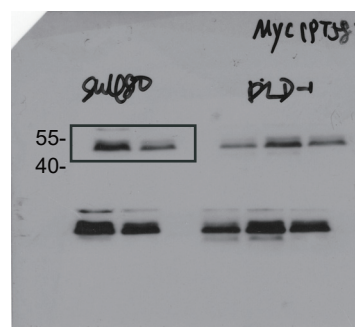

Fig4j pMYC (SW480)

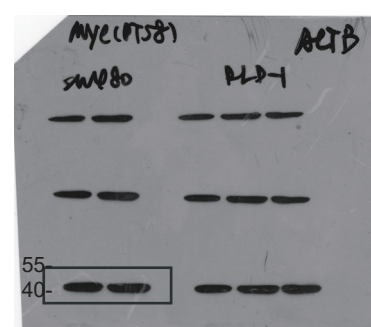

Fig4jβ-Actin (SW480)

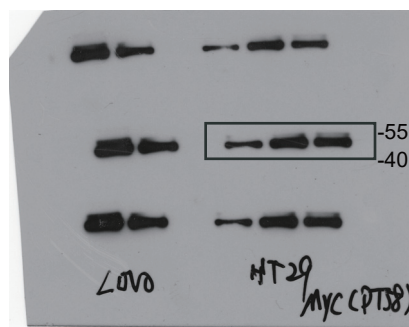

Fig4k pMYC (HT29)

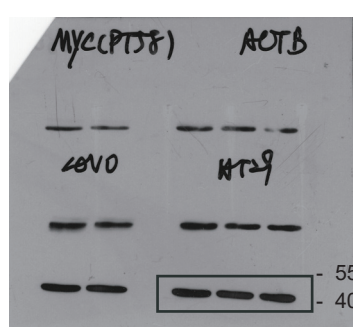

Fig4kβ-Actin (HT29)

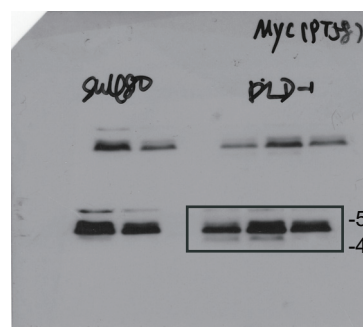

Fig4k pMYC (DLD-1)

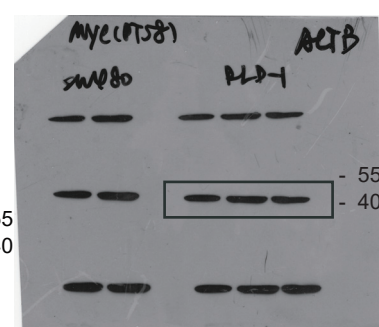

Fig4kβ-Actin (DLD-1)

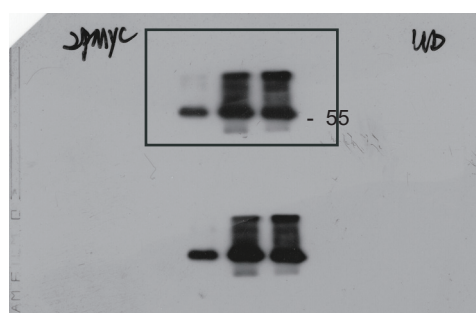

Fig4l Ub

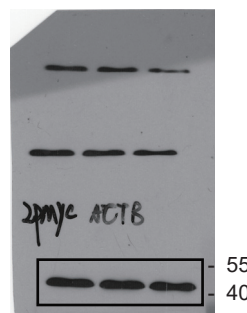

Fig4l β-Actin

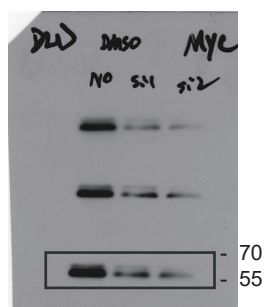

Fig4m MYC (DLD-1) Left

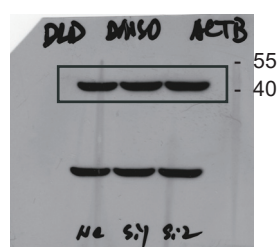

Fig4mβ-Actin (DLD-1) Left

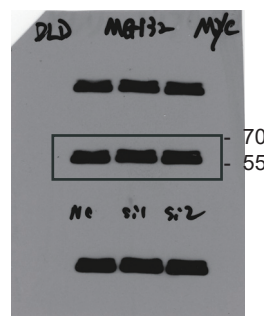

Fig4m MYC (DLD-1) Right

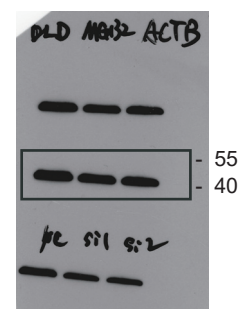

Fig4mβ-Actin(DLD-1) Right

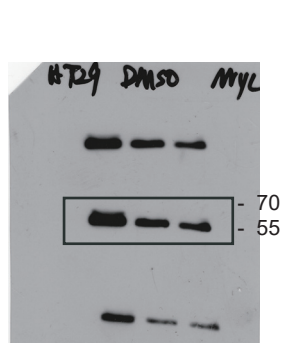

Fig4n MYC (HT29) Left

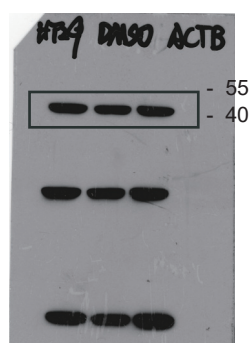

Fig4nβ-Actin (HT29) Left

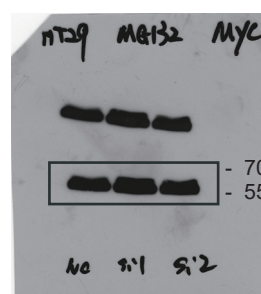

Fig4n MYC (HT29) Right

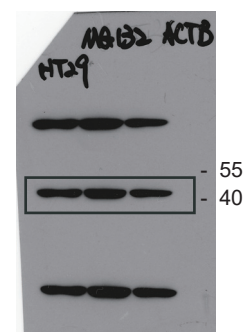

Fig4nβ-Actin(HT29) Right

**Supplementary Figure 8.**Uncropped scans of western blots presented in Figure 4j-4n.

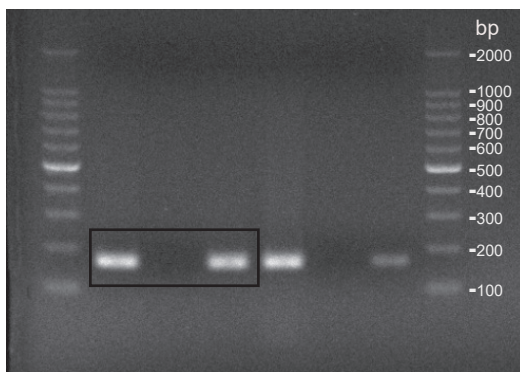

Fig6e LDHA (PCR gel)

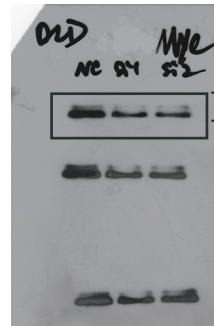

Fig6i MYC

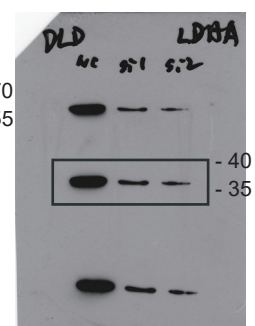

Fig6i LDHA

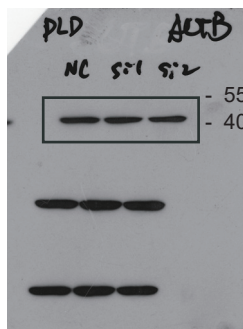

Fig6j β-Actin

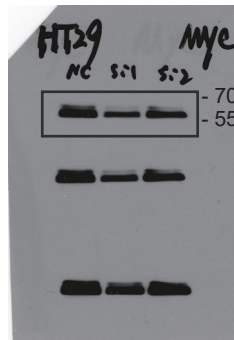

Fig6j MYC

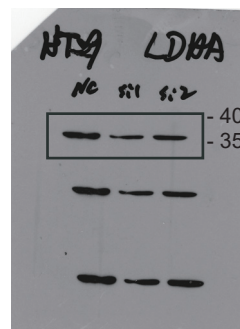

Fig6j LDHA

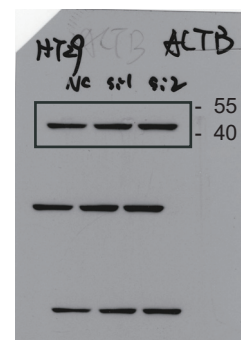

Fig6j β-Actin

**Supplementary Figure 9.**Uncropped scans of western blots or PCR gel presented in Figure 6.

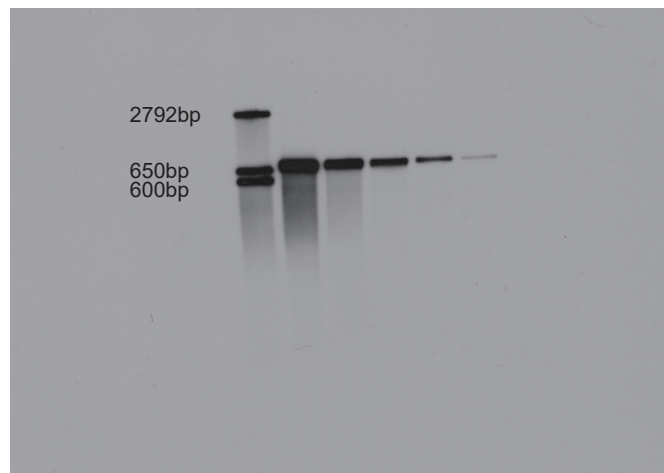

FigS1L GLCC1

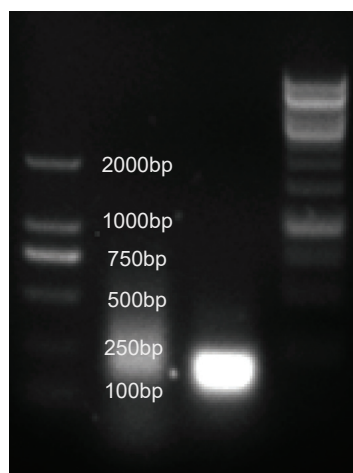

FigS1M RACE

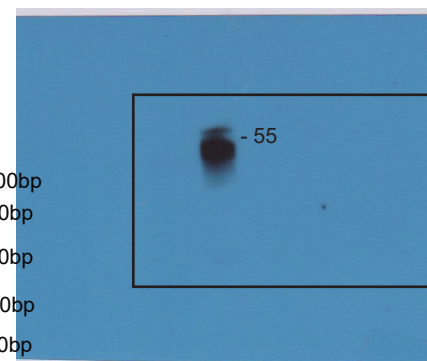

FigS1O

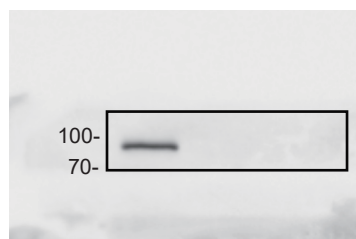

FigS4a HSP90AB1

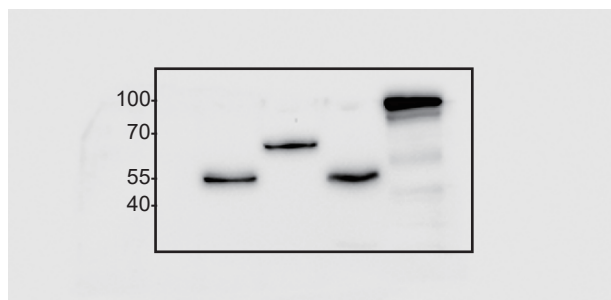

FigS4c HSP90AB1

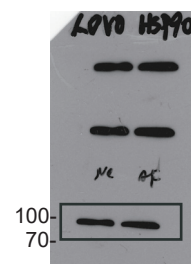

FigS4e HSP90 (LoVo)

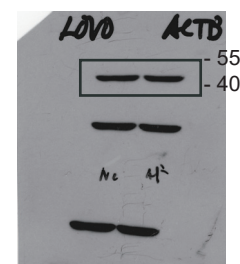

FigS4eβ-Actin (LoVo)

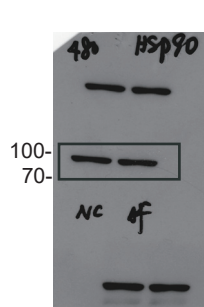

FigS4e HSP90 (SW480)

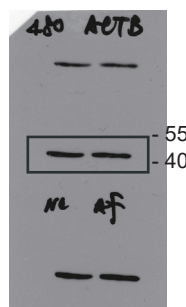

FigS4eβ-Actin (SW480)

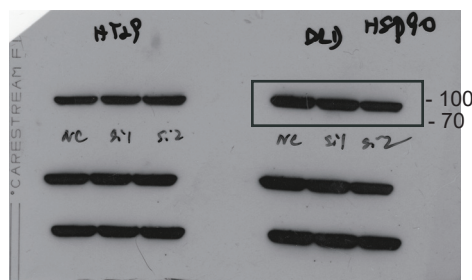

FigS4e HSP90 (DLD-1)

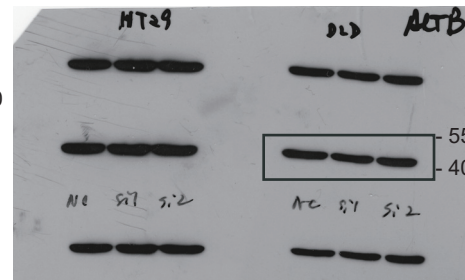

FigS4eβ-Actin (DLD-1)

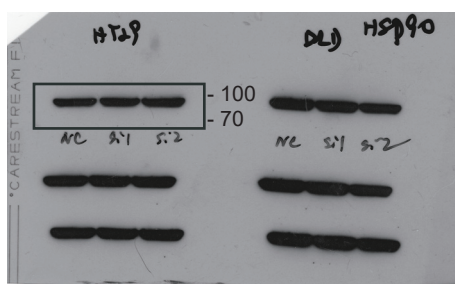

FigS4e HSP90 (HT29)

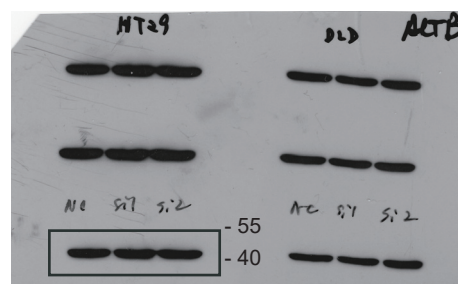

FigS4eβ-Actin (HT29)

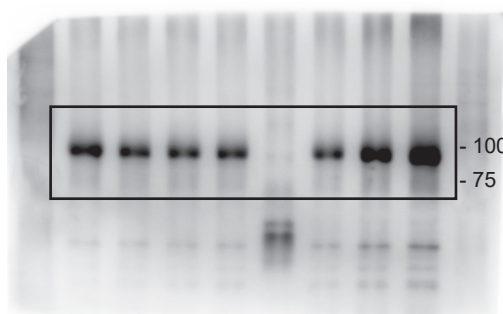

FigS4f HSP90

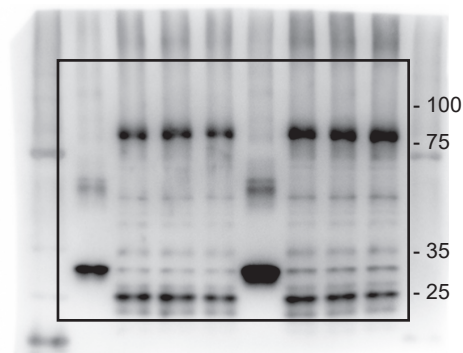

FigS4f GST

**Supplementary Figure 10.**Uncropped scans of western blots or PCR gel presented in Supplementary Figure 1-4f.

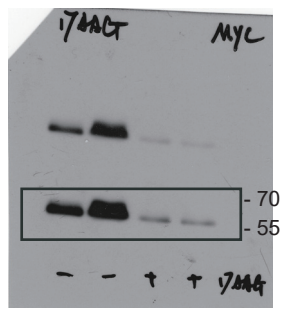

FigS4g MYC (LoVo)

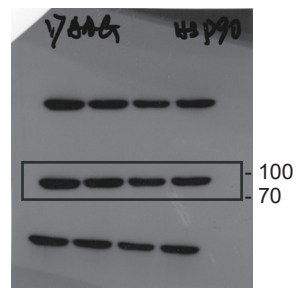

FigS4g HSP90 (LoVo)

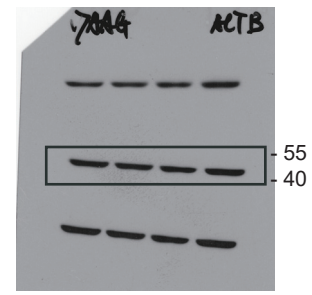

FigS4gβ-Actin (LoVo)

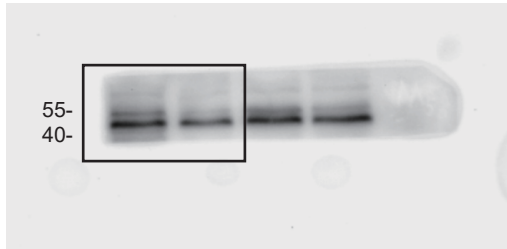

FigS4h MYC-PT58

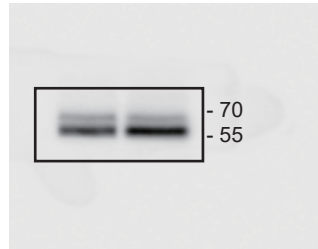

FigS4h MYC

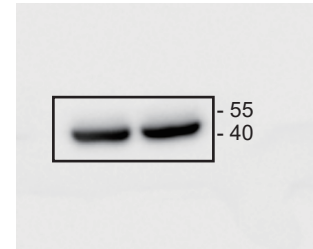

FigS4hβ-Actin

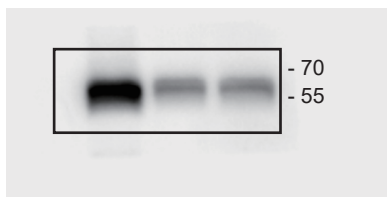

FigS4i USP22

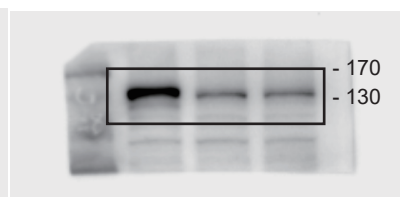

FigS4j USP28

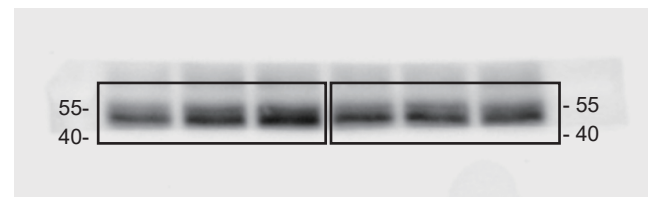

FigS4i,j MYC-PT58

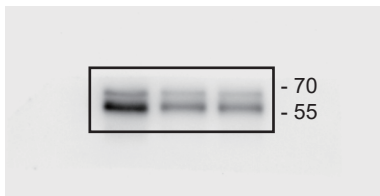

FigS4i MYC(siUSP22)

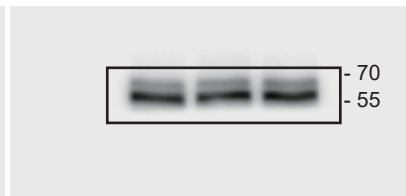

FigS4j MYC(siUSP28)

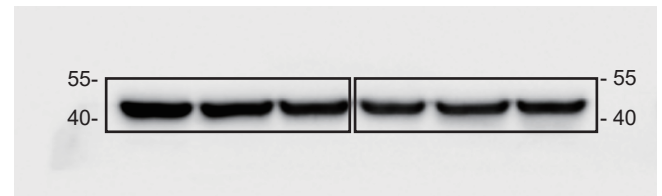

FigS4i,jβ-Actin

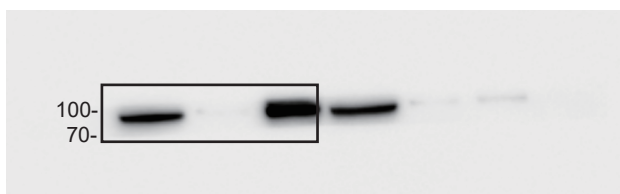

FigS4k HSP90

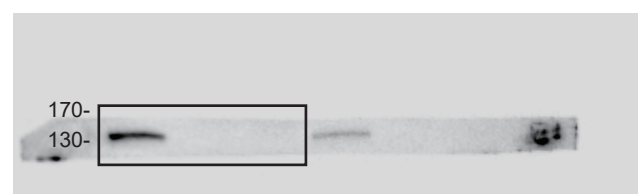

FigS4k USP28

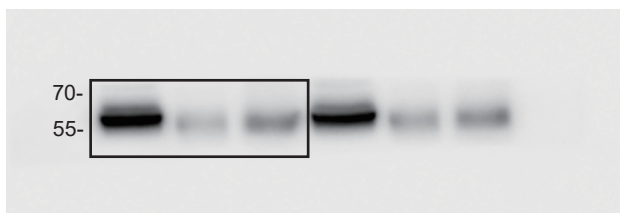

FigS4k USP22

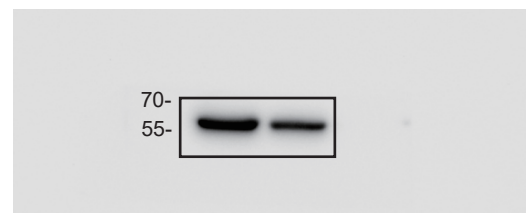

FigS4k USP22

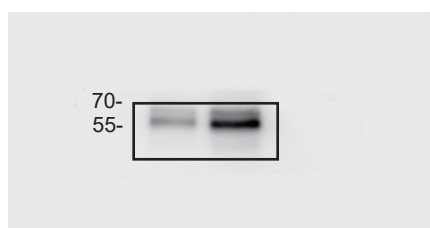

FigS5a MYC

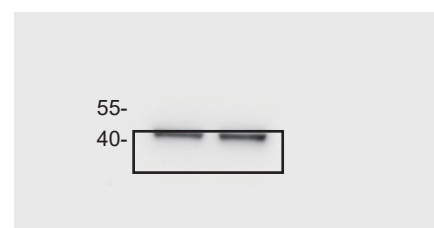

FigS5a B-ACTIN

**Supplementary Table 1. SiRNA sequences.**

| Gene            | sense (5'-3')         | antisense (5'-3')     |
|-----------------|-----------------------|-----------------------|
| GLCC1 siRNA1    | GGAAGAGCAACACCUUGAATT | UUCAAGGUGUUGCUCUUCCTT |
| GLCC1 siRNA2    | CCAGGCUGUCUCGAAUCUATT | UAGAUUCGAGACAGCCUGGTT |
| HSP90AA1 siRNA1 | GCUGGUGCAGAUUUCUCUATT | UAGAGAUUUCUGCACCAGCTT |
| HSP90AA1 siRNA2 | GGAGAAGGAACGUGAUAAATT | UUUAUCACGUUCCUUCUCCTT |
| MYC siRNA1      | GUGCAGCCGUUUUCUACUTT  | AGUAGAAAUACGGCUGCACTT |
| MYC siRNA2      | GAACACACAACGUCUUGGATT | UCCAAGACGUUGUGUGUUCTT |
| LDHA siRNA1     | CGGUUGCAAUCUGGAUUCATT | UGAAUCCAGAUUGCAACCGTT |
| LDHA siRNA2     | CCCAGAUUUAGGGACUGAUTT | AUCAGUCCCUAAAUCUGGGTT |
| USP28 siRNA1    | GCAAGGAGCUUAUUCGAAATT | UUUCGAAUAAGCUCCUUGCTT |
| USP28 siRNA2    | GGAGGCCUGAGAAAUGUUATT | UAACAUUUCUCAGGCCUCCTT |
| USP22 siRNA1    | GGAGAAAGAUCACCUCGAATT | UUCGAGGUGAUCUUUCUCCTT |
| USP22 siRNA2    | GGAGAAAGAUCACCUCGAATT | UUCGAGGUGAUCUUUCUCCTT |

**Supplementary Table 2. All primers for real-time PCR assay**

| Gene   | Former                      | Reverse                     |
|--------|-----------------------------|-----------------------------|
| ACTB   | CCTTGCACATGCCGGAG           | GCACAGAGCCTCGCCTT           |
| GLCC1  | CAGAGAAGGACTGTTTTCCA        | CATCCAAGTATCACTATTCCCA      |
| LDHA   | ATGGCAACTCTAAAGGATCAGC      | CCAACCCCAACAACCTGTAATCT     |
| c-Myc  | GTCAAGAGGCGAACACACAAC       | TTGGACGGACAGGATGTATGC       |
| U1     | GAAACTCGACTGCATAATTTGTGGTAG | CTTGGCGTACAGTCTGTTTTTGAACTC |
| GAPDH  | GCATTGCCCTCAACGACCAC        | CCACCACCCTGTTGCTGTAG        |
| EIF4G2 | GGCCTGCTCAGTCGTTCTTAATG     | TTGAGTGCGTGGTGGTTGTGC       |
| GLUL   | TCGATGGTACTGGAGAAGGACTGC    | CATGGCAGCAGGCACGAGATAC      |
| SEL1L  | CACAGAATATCCAGGCAGCGAGAG    | AACACCAAGTCCAGAGGCATACAG    |
| EIF3J  | CGCTTTCTCCGTGGAAGACC        | TCCTTGACGTCTCGTCCTC         |
| RAB18  | TGGACGAGGACGTGCTAACCAC      | TGAACCTCAAGAGCAGGCTGGAC     |
| G6PD   | AGTACGATGATGCAGCCTCCTACC    | CTTCTCCACGATGATGCGGTTCC     |
| EGFR   | GTGTGCCACCTGTGCCATCC        | GCCACCACCAGCAGCAAGAG        |
| CD44   | ACAAGCACAATCCAGGCAACTCC     | TGGTGTGTCTCTCCTTGCATTGG     |

# Supplementary material for: LncRNA GLCC1 promotes colorectal carcinogenesis and glucose metabolism by stabilizing c-Myc
**Source:** Nat Commun. 2019 Aug 2;10:3499. doi: 10.1038/s41467-019-11447-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Identification of five lncRNAs candidates upregulation from CRC and glucose-free treated cells

**File name:** Supplementary Data 2

**Description:** Clinical information of 95 cases CRC patients (cohort 1)

**File name:** Supplementary Data 3

**Description:** Clinical information of 90 cases CRC patients (cohort 2)

**File name:** Supplementary Data 4

**Description:** RNA-seq analysis in DLD1 cells after GLCC1 shRNA and control shRNA transfection

**File name:** Supplementary Data 5

**Description:** The top 15 proteins in anti-sense RNA group bands specific to GLCC1 identified by Liquid Chromatography-Mass Spectrometry (LC-MS) analysis

**File name:** Supplementary Data 6

**Description:** Differential binding genes of c-Myc promoter occupancy in DLD-1 cells transfected with control shRNA and LncGLCC1 shRNA

**File name:** Supplementary Data 7

**Description:** The sequence of all recombination Plasmids

# Supplementary material for: LncRNA GLCC1 promotes colorectal carcinogenesis and glucose metabolism by stabilizing c-Myc
**Source:** Nat Commun. 2019 Aug 2;10:3499. doi: 10.1038/s41467-019-11447-8
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Full detail of softwares used for data collection (including producer and version) can be found in the Methods section.

Data analysis

Full detail of softwares used for data analysis (including producer and version) can be found in the Methods section.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data are available in raw data accessible via GEO number: GSE119866. The authors declare that all the other data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen to ensure an adequate statistical power.                                                                                                                                                                          |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                     |
| Replication     | Reproducibility of experimental findings was assessed by performing experiments with independent biological replicates separately collected. Experimental variation is reported in the applicable figures as standard error of the mean. |
| Randomization   | Not relevant                                                                                                                                                                                                                             |
| Blinding        | Data underlying Figures 1f-g and 6k-i were collected with blinding.                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

### Antibodies

|                 |                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies are commercial. The reference and dilution is described in Method section.                                    |
| Validation      | Antibody validations were performed as described on the manufacturers' websites and were supported by multiple publications. |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                     |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | All the cell lines were purchased from American Type Culture Collection (ATCC)                      |
| Authentication                                                    | each cell line has been authenticated by American Type Culture Collection                           |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use. |

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 4-week-old male BALB/c nude mice obtained from Experimental Animal Centre of Shanghai laboratory animal center were used in our study.                             |
| Wild animals            | The study did not involve wild animals.                                                                                                                            |
| Field-collected samples | The study did not involve sample collected from the field.                                                                                                         |
| Ethics oversight        | All experimental procedures were approved by the Institutional Animal Care and Use Committee of Renji Hospital, School of Medicine, Shanghai Jiao Tong University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                      |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <div>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132887</div>                              |
| Files in database submission                                       | <div>myc_peaks.bed<br/>siRNA_myc_peaks.bed<br/>myc_peaks.fastq.gz<br/>siRNA_myc_peaks.fastq.gz</div> |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <div>no session generated</div>                                                                      |

### Methodology

|                         |                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | <div>NA</div>                                                                                                                                 |
| Sequencing depth        | <div>myc_peaks.fastq.gz: reads : 28363224; single end; length:150bp<br/>siRNA_myc_peaks.fastq.gz:reads: 21363370; single end;length:150</div> |
| Antibodies              | <div>c-Myc 13987 CST</div>                                                                                                                    |
| Peak calling parameters | <div>Peak calling was performed using MACS1.4 with the default parameters</div>                                                               |
| Data quality            | <div>For all libraries, fastp/0.20 was used to assess quality of all libraries and no libraries were discarded due to low quality</div>       |
| Software                | <div>Genomic data analysis: bowtie/2.3.2; samtools/1.6;macs/1.4.1; R/3.4.2; Rstudio/1.2.1335;</div>                                           |

How the deposited data were processed for this re-analysis (not part of the article)

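RNA sequencing of 6 libraries of a human colorectal cancer cell line, 3 labelled control siRNA and 3 labelled GLCC1 siRNA, is the only measurement used here. The authors deposited raw counts of read pairs per gene symbol, one file for each library, made by mapping paired-end reads to hg19 with TopHat and counting them with HTSeq in union mode. The files hold whole numbers without normalization and without a filter on genes. The tallies that HTSeq appends for reads given to no gene were used for the share of reads without a gene and otherwise removed.

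Libraries were grouped by the siRNA named in their title, source name and genotype. The library names attach each group to the other siRNA, and this grouping was tried as an alternative. The cell line is SW480 by the labels and DLD-1 by the paper's methods, and which of these it was, was not tested. A check of the 15 pairs of libraries for copies found none, since the chi-square per degree of freedom was between 1.93 and 19.0 for pairs of the same condition, where a technical copy of a library gives about 1.

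Genes with fewer than 5 counts summed over a condition, in both conditions, were removed, as the paper's methods state. Counts were normalized with TMM factors between 0.950 and 1.05 and compared in edgeR 4.0.16 with the robust quasi-likelihood fit, under R 4.3.3. Gene sets were tested with the camera test of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 5 sets. The gene lists for glycolysis, proliferation, c-Myc targets, interferon response and the ATF4 stress response were written by hand before the data were examined, because the sets of the paper's GSEA were not used here. The overlap with the genes of Supplementary Data 6 was tested with Fisher's exact test, two-sided, among all tested genes. The 31 overlapping symbols were matched by name, and regions were not called again.

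Between 11948790 and 19042516 read pairs per library were counted on genes. At a mean of 12.2 CPM, the standard error of the log2 fold change of ENO3 was 0.14, whereas at 1896 CPM that of LDHA was 0.08. Since 3 libraries stand on each side, no exact test of a single gene can fall below 0.1, and each adjusted p for a gene is from the model of edgeR fitted across genes.

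The procedure was tested on simulated data. In counts drawn from the means and dispersions of the genes with 200 genes changed, edgeR recovered 200 and called 211 genes in all, 11 of them unchanged (5.21%), and DESeq2 called 216, 16 of them unchanged (7.41%). The planted changes were at least 2-fold, in genes with a mean of at least 10 CPM. Recovery of smaller changes and of genes with fewer counts was therefore not tested. The search for siRNA seed words was tested on 20 trials with a fall of 0.3 planted in genes with a random word, and the word ranked in the lowest 1% of words in 20 of them. Each word drawn was present in more genes than the word for the guide strand of siRNA 2, which was in 175. Whether a fall for so rare a word would be found was not tested.

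Alternatives set before the data were examined included DESeq2 1.42.0 with and without its prior on fold changes and DESeq2 size factors in edgeR. Others were library totals as the only normalization, a filter of 1 count in any library and a filter of 10 counts in every library. The replicate number as a block, an adjusted p under 0.001 and an estimated inter-gene correlation were also set before. So were gene sets kept to a mean of at least 1 CPM, the conditions of the library names and each library left out in turn. Alternatives added later were DESeq2 with the filter of 1 count in any library, the c-Myc list without LDHA and EIF4G2, the glycolysis list without LDHA, and the interferon list under the alternatives of the other lists. Genes were named from those the paper names, the members of a list, and the 5 with the largest rise or fall among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the conditions.

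Gene positions, exons, 3′ UTRs, GC content and lengths come from GENCODE 44 mapped to hg19, to whose symbols 33872 of the 56638 symbols in the files were matched (59.8%). For each siRNA strand, the word that pairs with bases 2 to 8 of the strand was searched for in the 3′ UTRs of at least 50 nt of 11367 genes with a mean of at least 1 CPM. All 7-base words present in at least 20 genes, 16379 in number, were ranked by the t statistic of the difference in log2 fold change between genes with and without the word, after regression on the length and GC content of the 3′ UTR. Random lists matched on mean expression were drawn 10000 times with a fixed seed. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

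The microarray, ChIP-seq, PCR, Western blot, cell and animal experiments and the patient cohorts were not analysed here, apart from the gene list of Supplementary Data 6. The list of regulated genes in Supplementary Data 4 and the list of c-Myc target genes behind Fig. 6a were not used here.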

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

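Some tests in this part were chosen only after the result was seen. These are the counts over other splits of the libraries and the interferon list with the inter-gene correlation estimated. The comparison of LDHA and EIF4G2 with other genes and the overlap among genes without a seed word are also among them. The others were set before the result was seen.

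Interferon response genes, which the paper does not discuss, rose in the libraries labelled GLCC1 siRNA. The 26 genes of a list written before the data were examined had a median log2 fold change of 1.71, and 24 of them rose with an adjusted p under 0.05 (limma camera, adjusted p = 4.9e-22). Relative to the mean of the controls, the median of the list was 1.96, 1.51 and 1.67 in the GLCC1 siRNA libraries and -0.05, 0.17 and -0.10 in the control libraries, so the rise was seen in 3 of 3 libraries. The largest single rises passing the naming rule were those of IFI44L (6.68), IFI44 (4.26), RSAD2 (3.80), BST2 (3.68) and OAS2 (3.53), all on the log2 scale. With DESeq2's prior on fold changes they were 3.41, 3.98, 2.69, 3.42 and 2.62 in turn, so their size and order depended on the setting. With GC content and gene length taken out by regression the median of the 25 members with values was 1.73, where it was 1.70 before, and with every library drawn down to the depth of the smallest the median of the list was 1.74. None of 10000 random lists matched on expression level (0 lists) had a median as far out, which gives a permutation p = 1e-04, the smallest that this number of lists can give. Only the real split gave as small a camera p, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, but 4 splits cannot show that a result exceeds chance. Among the other 3 of these splits the smallest camera p was 4.1e-08. With the inter-gene correlation estimated, the adjusted p was 0.23. The regression and the equal depth hardly moved the median of the list, so they say little about technical causes of other kinds, and a chance division of the libraries cannot be excluded by counting splits. A candidate explanation is an innate response of the cells to the transfected siRNA duplex, and another is the loss of GLCC1. A single GLCC1 siRNA arm cannot tell these explanations apart.

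Genes whose 3′ UTR can pair with the seed of siRNA 1 fell more than other genes. The word ACCTTGA, which pairs with bases 2 to 8 of the guide strand of siRNA 1, ranked 1 of 16379 words by the t statistic of the fall, a ranking in which words present in more genes can rank further out at the same difference. The mean log2 fold change of its 1359 genes, after regression on the length and GC content of the 3′ UTR, differed from that of the other genes by -0.23. The word at rank 2, CCTTGAA, overlaps the same target site. Words for the guide strand of siRNA 2 and for the passenger strands of siRNA 1 and siRNA 2 ranked 6068, 7671 and 8996, in the middle of the ranking. The median log2 fold change was -0.03 in the 8957 genes with no word, -0.15 in the 1914 genes with a 7-base word and -0.25 in the 496 genes with the 8-base word. Relative to the mean of the controls, genes with the word differed from those without by -0.18, -0.09 and -0.18 in the GLCC1 siRNA libraries. In the control libraries, each set against the mean of the other controls, the differences were 0.03, -0.02 and 0.00. Since controls were set against each other, these values inform only on the spread between control libraries. Among 481 genes below 0.5-fold with p under 0.001, 27.7% carried ACCTTGA, against 11.3% of other genes (odds ratio 3.01, Fisher's exact test p = 1.5e-21). Among genes above 2-fold with p under 0.001, 9.06% did (odds ratio 0.73, Fisher's exact test p = 0.11). These values would be seen if siRNA 1 acted on messenger RNAs other than its target through its seed, as a microRNA does. This remains a hypothesis, since the libraries hold a single GLCC1 siRNA arm. The paper's text does not name which of its siRNAs was sequenced. The genotype labels read siRNA1 in every library, controls included, so they do not settle it. The direction of the difference also bears on the labels. Genes with the word were lower, relative to other genes, in the libraries titled GLCC1 siRNA than in those whose library names point to it.

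LDHA and EIF4G2, which the paper draws from these data as genes regulated by GLCC1 and c-Myc, both carry such a word. The site of LDHA matches 9 of the 19 bases of the target of siRNA 1, 8 of them the word itself, and the site of EIF4G2 matches 10 of 19. Among the 496 genes with the 8-base word, 6 fell as far as LDHA, itself included, and among the 1914 genes with only a 7-base word, 21 fell as far as EIF4G2. Falls of this size are thus rare among genes with a word. Among genes without a word, 45 of 8957 fell as far as LDHA, a smaller share than with the 8-base word. That difference was not tested, and neither count decides the case of a single gene. The falls of LDHA and EIF4G2 in these libraries may come from the loss of GLCC1, from direct pairing with siRNA 1 or from both, and these cannot be told apart here. The paper shows lower LDHA with each of both siRNAs by real-time PCR in Supplementary Fig. 2a and reports both genes with both siRNAs in Fig. 6b, data that were not analysed here and in which siRNA 2, with another seed, bears on this question. The paper also reports lower activity of a reporter built from the LDHA promoter region, and less c-Myc at that promoter, after GLCC1 siRNA. It further reports less LDHA protein with both siRNAs by Western blot. These experiments were not analysed here either. Of 7 genes looked up among those of Supplementary Fig. 2a, 5 carry a word, where 21.2% of all genes do. The glycolysis list kept a median of -0.30 without its 2 members that carry a word, against 0.03 for all genes tested. Removing 2 of 19 genes can move a median only little. The camera test of limma was repeated without LDHA only (adjusted p = 0.0025).

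The overlap between fallen genes and the genes of Supplementary Data 6, described in the paper as losing c-Myc after GLCC1 siRNA, was also counted for genes with and without a word. Among genes with a word, 14 genes were shared where 5.45 would be by independent lists (odds ratio 3.14, Fisher's exact test p = 7.1e-04), and among genes without a word 13 were shared where 10.6 would be (odds ratio 1.24, Fisher's exact test p = 0.43). The difference between the odds ratios was not tested, and with 13 shared genes a weaker overlap among genes without a word could be missed, so whether seed pairing accounts for part of the overlap is open.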

How the results depend on the processing

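The counts over other splits of the libraries were chosen only after the results were seen. DESeq2 with the filter of 1 count in any library and the settings of the interferon list were chosen after seeing the data.

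The falls of LDHA, EIF4G2 and FARP1, the annotated gene that contains the GLCC1 locus, kept their direction and an adjusted p under 0.05 under each alternative fitted to them except the conditions of the library names. DESeq2 with the filter of 1 count in any library was run for counts of genes only. Apart from that setting, LDHA ranged from -1.83 to -1.67, EIF4G2 from -1.83 to -1.64 and FARP1 from -0.78 to -0.65. With the conditions of the library names every sign turns by construction: LDHA 1.79, EIF4G2 1.77, FARP1 0.77, glycolysis genes 0.37, proliferation genes -0.19, c-Myc target genes 0.28 and interferon genes -1.71, and the overlap with the genes of Supplementary Data 6 is 16.

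The number of genes changed at least 2-fold depended on the filter and on shrinkage. It was 9783 with a filter of 1 count in any library, 1029 with 10 counts in every library, 1142 with DESeq2's prior on fold changes, and 7193 with DESeq2 and the filter of 1 count in any library, an alternative added later. Together with an adjusted p under 0.05, the number was 1796 in the main setting, 1955 with the filter of 1 count in any library, 1028 with 10 counts in every library and 1141 with DESeq2's prior, so most of the genes that the looser filter added at 2-fold had no adjusted p under 0.05. Why the prior lowered the number was not tested. The number of genes with an adjusted p under 0.05 was between 6522 and 7857 under the other alternatives and between 5221 and 9920 across the 6 fits that each left out 1 library. Downregulated genes with p under 0.001 numbered between 419 and 672.

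Library totals as the only normalization raised the median log2 fold change of all genes from 0.03 to 0.15. The proliferation genes then had a median of 0.31 and an adjusted p of 0.032, that is 0.16 above the median of all genes, as before, and ENO2 became 0.059. Across its 6 fits that each left out 1 library, ENO2 ranged from -0.15 to 0.050. With the inter-gene correlation estimated from the libraries, the medians of -0.37 for glycolysis genes and -0.28 for c-Myc target genes no longer passed the threshold (adjusted p = 0.39 and 0.23). The interferon list, with a median of 1.71, did not pass in that setting either (limma camera, adjusted p = 0.23). Not passing there thus does not separate a list that changed little from one that changed much. The cause was not tested. Among genes with a mean of at least 1 CPM, the medians were -0.34 and -0.31 (limma camera, adjusted p = 0.0056 and 0.012). In 519 comparisons of 40 named genes, 8 were weaker, 16 stronger and 3 reversed, the last for ENO2 alone.

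Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes changed at least 2-fold, with or without an adjusted p under 0.05, genes with an adjusted p under 0.05, genes below 0.5-fold or above 2-fold with p under 0.001, and genes of Supplementary Data 6 among the fallen. The other 3 gave between 2069 and 2172 genes changed at least 2-fold and 0 genes with an adjusted p under 0.05, with between 217 and 714 genes at an unadjusted p under 0.05. As small a camera p was given by 2 of 4 splits for glycolysis genes, 3 of 4 for proliferation genes and 1 of 4 for c-Myc target genes. The 6 remaining splits keep 2 of the pairs together and gave 0 genes with an adjusted p under 0.05. Of these, only control replicate 1 with GLCC1 siRNA replicates 1 and 2 gave a smaller glycolysis camera p than the real split. Unadjusted, it was 1.1e-05 against 1.6e-04. With 4 splits, none of these counts can show that a result exceeds chance.

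GLCC1 siRNA replicate 2 had the lowest depth, 11948790 read pairs. CD44, a gene with few counts, had a mean of 1.95 CPM and a standard error of 0.27, which was 0.24 without that library. Whether the depth of that library limits genes with few counts most was not tested.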

Differences from the paper's values

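No test in this part was chosen after the result was seen, apart from the alternative named as such. The number of genes changed at least 2-fold is 7771 in the paper and 4438 here. Of the alternatives set before the data were examined, a filter of 1 count in any library gave 9783, which is within 1.5 times the paper's value. The others did not come within that range: DESeq2's Wald test gave 4634, its prior on fold changes 1142, DESeq2 size factors in edgeR 4444, library totals 4610, a filter of 10 counts in every library 1029, the replicate block 4501 and the fits that each left out 1 library between 4022 and 4453. DESeq2 with a filter of 1 count in any library, chosen after seeing the values, gave 7193, which is within that range too.

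The paper states that a proliferation signature falls with GLCC1, whereas the proliferation genes listed here had a median log2 fold change of 0.19 (adjusted p = 0.11), with a list that is not the paper's. The paper draws LDHA and EIF4G2 alone from the overlap of genes that lose c-Myc, downregulated genes and c-Myc target genes, whereas the overlap of the genes of Supplementary Data 6 with the downregulated genes held 31 genes here, without the list of c-Myc target genes.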

Other observations

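Of the tests in this part, that of swapped conditions and the counts over other splits of the libraries were chosen only after the result was seen. The tests of GC content, gene length and expression level were set before it.

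The library names attach each group of libraries to the other siRNA. If the conditions were swapped, genes that the paper reports as lowered by GLCC1 siRNA in Supplementary Fig. 2a would rise in the libraries labelled GLCC1 siRNA. The 7 genes looked up among those measured there by real-time PCR fell in those libraries, GLUL (-1.13), SEL1L (-1.31), EIF3J (-0.85), RAB18 (-0.79), LDHA (-1.79), EGFR (-0.64) and CD44 (-0.69, adjusted p = 0.065) on the log2 scale. The adjusted p of CD44 was 0.048 with the replicate block and 0.044 with a filter of 1 count in any library. It was 0.13 with DESeq2's Wald test, and likewise with its prior on fold changes, and 0.12 with library totals as the only normalization. DESeq2 size factors gave 0.067 and a filter of 10 counts in every library 0.061. In the fits that each left out 1 library, it was between 0.020 and 0.19. The falls of the 7 genes and the rank of the seed word of siRNA 1 point to the titles rather than the library names.

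Across 12483 of 14875 genes (83.9%) with a value for both, the log2 fold change had a Spearman correlation of -0.16 with GC content and of 0.090 with gene length, both below the 0.2 set as a sign of bias. These correlations are across genes, which are not independent replicates. Between libraries of the same condition the correlation with GC content was -0.71 for GLCC1 siRNA replicate 2 over replicate 1, 0.12 for replicate 3 over replicate 1, 0.47 for control replicate 2 over replicate 1 and 0.21 for control replicate 3 over replicate 1. GLCC1 siRNA replicate 2 also had the fewest counts and the largest share of read pairs on no gene (14.2%), and without it 9920 genes had an adjusted p under 0.05 in place of 7293.

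For the 18 glycolysis genes with values, the median was -0.34 both before and after regression on GC content and gene length, and for the whole list it was -0.36 with all libraries at the depth of the smallest. Of 10000 random lists matched on expression level, 54 had a median as far out. The regression and the equal depth hardly moved these medians, so they say little about technical causes of other kinds. The median of the 30 proliferation genes went from 0.19 to 0.12 with the same regression. Another of the 4 splits of the libraries that part all 3 same-numbered pairs gave as small a camera p, though with 0 genes at an adjusted p under 0.05 where the real split had 7293, and counting 4 splits cannot tell the fall apart from a chance division, whatever the count. The same number of matched lists gave 37 as far out for proliferation genes and 74 for c-Myc target genes. ATF4 stress genes had a median of 0.13 (limma camera, adjusted p = 0.11).

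HSP90AA1, the chaperone gene of the paper's model, fell by 0.77 on the log2 scale (standard error 0.10, adjusted p = 6.7e-05) and HSP90AB1 fell by 0.61 (standard error 0.08, adjusted p = 6.1e-05). USP28 fell by 0.47 (adjusted p = 4.1e-04), while USP22 had a log2 fold change of 0.23 (adjusted p = 0.067) and HIF1A one of 0.29 (adjusted p = 0.022). The adjusted p of USP22 was 0.040 with DESeq2's Wald test, and likewise with its prior on fold changes, 0.0075 with library totals as the only normalization, 0.027 with a filter of 10 counts in every library, 0.14 with the replicate block and between 1.5e-06 and 0.21 in the fits that each left out 1 library. That of HIF1A was 0.064 with the replicate block and reached 0.13 in the fits that each left out 1 library. By Western blot, the paper reports no effect of changing GLCC1 on HSP90 or HIF-1α. Those blots measure protein, whereas the values here are of RNA. The largest falls passing the naming rule were those of L1CAM (-3.60), NCEH1 (-3.04), GAL (-2.91), CLIC3 (-2.53) and TAF13 (-2.48). NCEH1 carries the 8-base seed word in its 3′ UTR, while L1CAM, GAL, CLIC3 and TAF13 carry no word.

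In the paper's Supplementary Data 6, of genes described as losing c-Myc after GLCC1 siRNA, the genes with the most regions are ALB and FGA, with 6 each, then FGB, SERPINA1, SERPINA2 and SERPINA3, with 5 each. In the RNA-seq, ALB, FGA, FGB and SERPINA3 were below the count filter, the symbol SERPINA2 is not in the files, and SERPINA1 had a mean of 25.9 CPM and a log2 fold change of 0.06 (adjusted p = 0.76). No biological or technical explanation was tested for this.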
